# Stimulatory effect of *Echinacea purpurea *extract on the trafficking activity of mouse dendritic cells: revealed by genomic and proteomic analyses

**DOI:** 10.1186/1471-2164-11-612

**Published:** 2010-11-01

**Authors:** Shu-Yi Yin, Wen-Hsin Wang, Bi-Xue Wang, Kandan Aravindaram, Pei-Ing Hwang, Han-Ming Wu, Ning-Sun Yang

## Abstract

**Background:**

Several *Echinacea *species have been used as nutraceuticals or botanical drugs for "immunostimulation", but scientific evidence supporting their therapeutic use is still controversial. In this study, a phytocompound mixture extracted from the butanol fraction (BF) of a stem and leaf (S+L) extract of *E. purpurea *([BF/S+L/Ep]) containing stringently defined bioactive phytocompounds was obtained using standardized and published procedures. The transcriptomic and proteomic effects of this phytoextract on mouse bone marrow-derived dendritic cells (BMDCs) were analyzed using primary cultures.

**Results:**

Treatment of BMDCs with [BF/S+L/Ep] did not significantly influence the phenotypic maturation activity of dendritic cells (DCs). Affymetrix DNA microarray and bioinformatics analyses of genes differentially expressed in DCs treated with [BF/S+L/Ep] for 4 or 12 h revealed that the majority of responsive genes were related to cell adhesion or motility (*Cdh10*, *Itga6*, *Cdh1*, *Gja1 *and *Mmp8*), or were chemokines (*Cxcl2, Cxcl7) *or signaling molecules (*Nrxn1, Pkce *and *Acss1*). TRANSPATH database analyses of gene expression and related signaling pathways in treated-DCs predicted the JNK, PP2C-α, AKT, ERK1/2 or MAPKAPK pathways as the putative targets of [BF/S+L/Ep]. In parallel, proteomic analysis showed that the expressions of metabolic-, cytoskeleton- or NF-κB signaling-related proteins were regulated by treatment with [BF/S+L/Ep]. *In vitro *flow cytometry analysis of chemotaxis-related receptors and *in vivo *cell trafficking assay further showed that DCs treated with [BF/S+L/Ep] were able to migrate more effectively to peripheral lymph node and spleen tissues than DCs treated as control groups.

**Conclusion:**

Results from this study suggest that [BF/S+L/Ep] modulates DC mobility and related cellular physiology in the mouse immune system. Moreover, the signaling networks and molecules highlighted here are potential targets for nutritional or clinical application of *Echinacea *or other candidate medicinal plants.

## Background

Dendritic cells (DCs) participate in a wide spectrum of immune cell functions including antigen-presentation, phagocytic activity and T cell-mediated immunities [1]. Currently, a number of experimental approaches are being evaluated to develop DC-based immunotherapy and gene-based tumor vaccine strategies to elicit specific immunities against specific cancers (e.g., prostate cancer) or infectious diseases [2-8]. DCs can capture and take up antigens present in peripheral tissue and transport them to primary and secondary lymphoid tissue for presentation to T cells [4]. Therefore, extensive research regarding cell migration, homing, and the cellular fate of DCs in various tissue systems is considered a critical issue. Research on mouse bone marrow-derived dendritic cells (BMDCs) has shown the importance of using experimental models for research into DC-based therapeutics [5-8]. We recently reported the effect and possible application of *Echinacea purpurea *(Ep) phytocompounds as immune-modifiers for human DCs using functional genomic and proteomic approaches [9,10]. Here, we extended our study to the mouse DC system, and investigated the effects of the chemically defined Ep phyto-extracts (BF/S+L/Ep) on immunomodulatory activity and cell migration/trafficking activities of DCs under *ex vivo *and *in vivo *conditions.

Since the 1990s, the use of *Echinacea *spp. as a medicinal plant or food supplement has gained popularity in the USA and Europe [11,12], and is now even recognized in Asia (e.g., China). The possible effects of *Echinacea *spp. extracts on *in vitro *activation of macrophages, natural killer (NK) cells, and other immune cell types [13-15], and on stimulating the expression of cytokines such as tumor necrosis factor-alpha (TNF-α), interferon, interleukin-1 and interleukin-6 [16] have all been reported. *In vivo *studies showed that treatment with *Echinacea *extracts can increase white blood cell populations in the circulation system [17], and enhance phagocytosis [18]. *E. purpurea *extracts have been evaluated in clinical trials for efficiency against the common cold, but the controversial results are continuously disputed [9,10,12,19,20]. To systemically assess the immunomodulatory effects on mouse DCs *in vivo*, we employed a chemically defined *Echinacea purpurea *extract, termed [BF/S+L/Ep], containing hypoxanthine, chlorogenic acid, caffeic acid, cichoric acid, quercetin-3-*O*-rhamnosyl- (1→6)-galactoside, kaempferol-3-*O*-rhamnosyl-(1→6)-galactoside and rutin [10].

Profiling of specific and global gene expression patterns by DNA microarray analysis coupled with proteomic analysis provides a useful approach for the investigation of complex biological phenomena [21,22] as we have previously shown for immune cell systems [9,10]. In this study, we used a network knowledge-based approach to analyze genome-wide transcriptome activity *in vitro *and *in vivo*, for correlation to specific proteome activities and special functional phenotypes in mouse immature BMDCs, in response to treatment with [BF/S+L/Ep]. Our findings suggest that [BF/S+L/Ep] was able to modulate cell adhesion-, cell mobility-, cytokine- and NF-κB signaling-related activities in primary cultures of mouse DCs. *In vivo *trafficking experiments using *ex vivo*-treated DCs demonstrated that [BF/S+L/Ep] could enhance the mobility of DCs to target specific lymphoid organs in test mouse. Moreover, bioinformatics studies allowed us to predict several candidate target molecules for the future translational studies of this or other phytocompound mixtures. The significance of our findings and potential application to future studies of human DCs are discussed.

## Results

### 1. Expression of DC markers in response to treatment with [BF/S+L/Ep]

Initially, we set out to examine whether [BF/S+L/Ep] could influence the maturation activity of BMDCs. Mouse bone marrow cells were isolated and cultured for 9 days in RPMI-1640 supplemented with 200 U/mL GM-CSF. DCs cultured in the presence of GM-CSF showed the functional and phenotypic characteristics of the immature stage and could be further differentiated *in vitro *into mature DCs. LPS, at 1 μg/mL, was then used to induce maturation of DCs. Some test cells were analyzed for the effect of [BF/S+L/Ep] for 24 h. Since concentrations of [BF/S+L/Ep] greater than 100 μg/mL were slightly cytotoxic to test dendritic cells (evaluated using MTT cell viability assays, data not shown), [BF/S+L/Ep] was used at a concentration of 75 μg/mL, where no cytotoxicity was detectable. As seen in Figure 1, sharp peak signals were obtained in flow cytometry analyses, demonstrating that high quality DCs were routinely obtained. Flow cytometry analysis on the expression of CD40, CD80, CD86, MHC class II and CD11c on BMDCs showed that the control group expressed lower levels of co-stimulatory and activation molecules than the LPS-treated groups. There was no significant difference between the DMSO-treated and [BF/S+L/Ep]-treated groups (Figure 1). Compared with the LPS group, BMDCs co-treated with 75 μg/ml [BF/S+L/Ep] and 1 μg/mL LPS only showed a weak inhibition of CD40 at 24 h post-LPS treatment, whereas expression of CD40, CD86, MHC class II and CD11c were not significantly affected. These data indicate that [BF/S+L/Ep] did not have a significant effect on the phenotypic maturation of mouse BMDCs.

**Figure 1:**
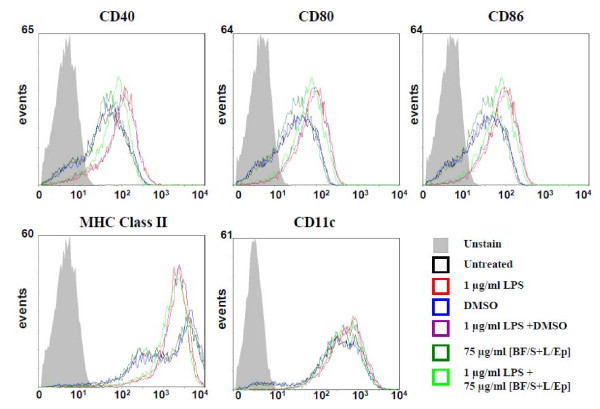
**Effects of *E. purpurea *tissue extract [BF/S+L/Ep] on expression of cell-surface markers in mouse bone marrow-derived immature dendritic cells**. DCs were examined for the expression of CD40, CD80, CD86, MHC class II and CD11c following [BF/S+L/Ep] for 24 hr by flow-cytometry.

### 2. Differential gene expression in immature BMDCs as a response to treatment with [BF/S+L/Ep]

We next investigated the expression of specific genes related to the cellular biochemistry and physiology of immature DCs. 

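RNA of mouse BMDCs was hybridized to Affymetrix mouse whole-genome arrays after 4 h or 12 h with 75 μg/mL [BF/S+L/Ep] or with the vehicle (0.1% DMSO). The DCs came from bone marrow of female BALB/c mice and had been cultured for 9 days with GM-CSF, at 200 U/mL by the results section and the sample labels and at 1000 U/mL by the methods. The RNA for each array was 7 μg by the paper and 10 μg by the sample labels. Each of the 4 groups had 2 arrays, 8 in all: chips 579 and 580 for DMSO at 4 h, 581 and 582 for [BF/S+L/Ep] at 4 h, 583 and 584 for DMSO at 12 h, and 585 and 586 for [BF/S+L/Ep] at 12 h. The values used are the authors' MAS5 signals for 45101 probe sets, on the linear scale, and the trimmed mean of each array (2% off each end) was 500. Detection calls were not used here. As a measure of background, the 95th percentile of 83 probe sets for olfactory, vomeronasal and taste receptors, which DCs are not known to express, was taken on each array and is called the background reference. It was 91.5 and 97.3 for DMSO at 4 h, 74.1 and 66.7 for [BF/S+L/Ep] at 4 h, 107 and 66.9 for DMSO at 12 h, and 75.2 and 76.1 for [BF/S+L/Ep] at 12 h. The share of probe sets above it was 49.3% and 48.8%, 53.4% and 54.9%, 49.4% and 55.5%, and 53.3% and 53.7% in the same order. Treated and control DCs were compared at each time and over both times with limma on log2 signals, two-sided, with a spread that all 4 groups share and that follows the signal. Adjusted p-values are by the Benjamini-Hochberg method over 45037 probe sets, after 64 control probe sets were left out. Of a gene of the paper or of a gene list with several probe sets, the brightest is given unless another is named. Of the other genes, the probe set that met the rule for naming is given, which need not be the brightest. The genes named by that rule as higher or lower had every treated array beyond every control array of the same time, in the comparison they are named for. A group is called under the background reference when both of its arrays are under their own. A fold against such a group is given as a bound, and no fold is given where both groups lie under it. With 2 arrays per group, the number of arrays limits the precision. Of the probe sets above the reference on at least 4 arrays, the test found 1.49% of simulated 1.5-fold changes and 32.8% of simulated 2-fold changes at 4 h, and 34.3% and 53.7% when both times were averaged.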

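Averaged over 4 h and 12 h, 40 probe sets of 32 genes were higher and 8 probe sets of 7 genes were lower in [BF/S+L/Ep]-treated than in vehicle-treated DCs, at an adjusted p under 0.05 from limma. No probe set passed (0) when the moderation left out the intensity trend, 31 passed with each array centred on its median (30 higher, 1 lower), and without 1 array there were 14 higher and 0 lower or 8 and 0 (DMSO 4 h replicate 1 or 2), 39 and 15 or 20 and 4 ([BF/S+L/Ep] 4 h replicate 1 or 2), 15 and 1 or 18 and 3 (DMSO 12 h replicate 1 or 2) and 11 and 1 or 13 and 0 ([BF/S+L/Ep] 12 h replicate 1 or 2). The dynein heavy chain gene *Dnah2* rose on the average (log2 fold change 1.35, standard error 0.10, adjusted p = 4.09e-04), at the 1 of its 2 probe sets above the background reference. *Cd244a*, which encodes a receptor of the SLAM family, rose as well (1.07, adjusted p = 0.0465). *Cpt1a*, whose enzyme starts the import of fatty acids into mitochondria, fell from 1631 ± 106 to 898 ± 87.3 at 4 h and from 1505 ± 58.4 to 928 ± 194 at 12 h (signal, mean ± SD, n = 2 arrays, averaged log2 fold change -0.79, adjusted p = 0.0112). At the brightest of its 3 probe sets *Cpt1a* had -0.04 (adjusted p = 0.946), and the brighter of the probe sets of *Cd244a* had 0.48 (adjusted p = 0.561). Of the 48 probe sets, 46 were above the background reference on all 8 arrays, and 3189 probe sets (1442 higher, 1747 lower) had an unadjusted p under 0.05, where 2252 are expected by chance. *Cpt1a* lost its call without DMSO 4 h replicate 1 (adjusted p = 0.0818) or 2 (0.135), [BF/S+L/Ep] 4 h replicate 2 (0.0699), DMSO 12 h replicate 1 (0.108) or 2 (0.0683) or [BF/S+L/Ep] 12 h replicate 2 (0.0684), and *Cd244a* lost its call without any 1 array (adjusted p = 0.0945 to 0.287), with an offset of 50 (0.106), quantile normalization (0.0546) or robust moderation (0.0514).

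**Figure D1:**
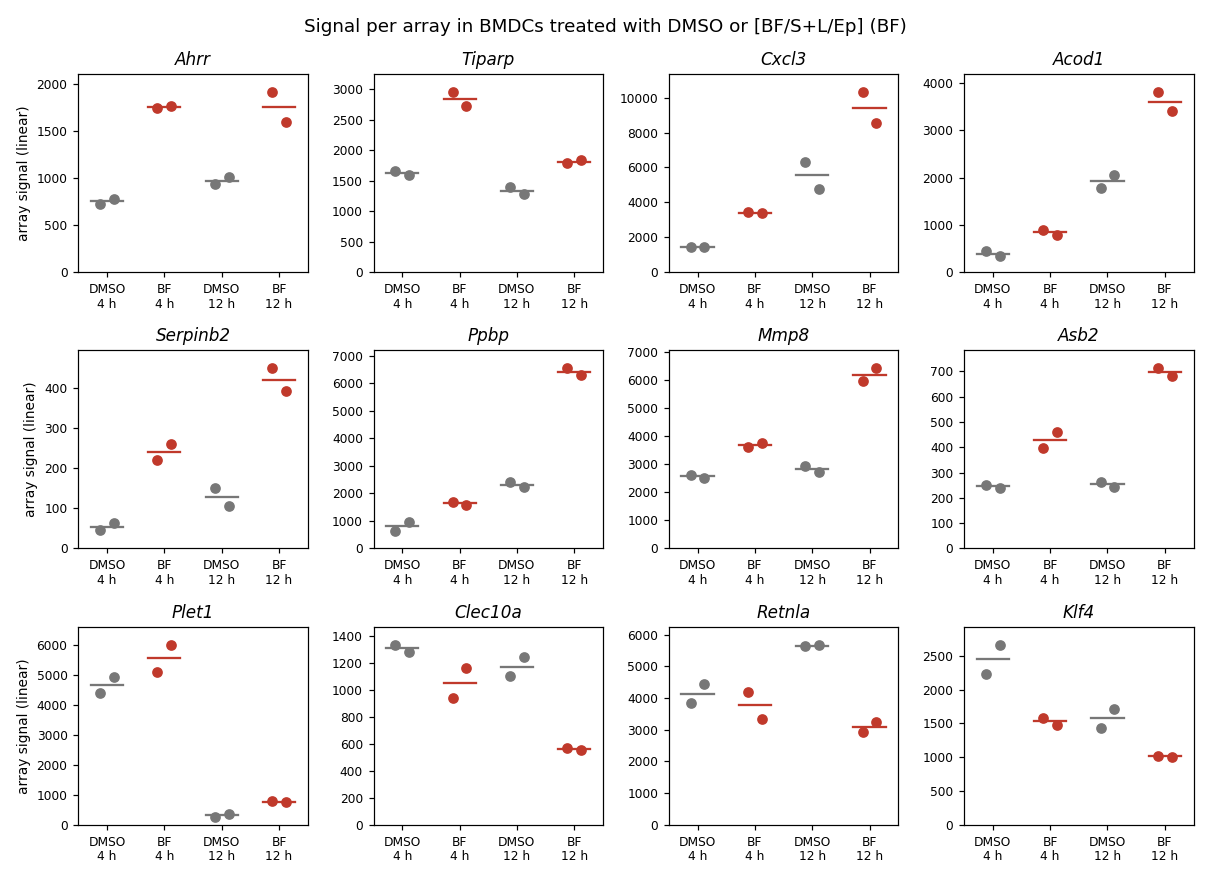
MAS5 signals (y axis, linear scale from 0) of 12 genes for DMSO and [BF/S+L/Ep] at 4 h and 12 h, with a point per array and a bar at the mean of 2 arrays. *Ppbp* at 12 h, for example, lies at 2233 and 2405 in vehicle-treated and at 6307 and 6542 in [BF/S+L/Ep]-treated DCs.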

Affymetrix DNA microarray analyses showed that, although the gene expression of the cell surface markers tested above were not affected, a series of other genes related to DC activities were affected by 75 μg/ml [BF/S+L/Ep]. 

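The signals of the integrin gene *Itgax*, which encodes CD11c, were close on replicate arrays, at 18980.3 ± 793 in vehicle-treated and 18932 ± 139 in [BF/S+L/Ep]-treated DCs at 4 h (mean ± SD, n = 2 arrays). *Rnf180*, which encodes a ubiquitin ligase, was an example of a wider spread, at 1872 ± 641 in the vehicle control and 1014 ± 10.5 after treatment at 4 h. Across the 45101 probe sets, the Pearson correlation of the linear signals of replicate arrays was 0.99749 for DMSO and 0.99332 for [BF/S+L/Ep] at 4 h, and 0.99651 and 0.99655 at 12 h. On the log2 scale it was 0.904, 0.906, 0.906 and 0.912 in the same order. Replicates differed 2-fold or more at 12155, 12364, 12215 and 11826 probe sets in that order, and at 1163, 1113, 1172 and 986 of the 23561 probe sets above the background reference on at least 4 arrays. Probe sets are not independent replicates, so no p is given for these correlations.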

Initial experimental setups using biological sample replicates showed that our test cell culture systems and experimental protocols, e.g., RNA preparation, were highly reproducible and consistent, e.g., Pearson's Correlation values for test biological sample replicates were between 0.993 and 0.996 (Figure 2). All genes identified from the raw data of our Affymetrix gene chip analyses were subjected to a gene filtering proctocol, using established statistics software (Spotfire), to select and identify candidate differentially expressed genes for further studies. 

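*Ahrr*, *Ppbp*, *Mmp8*, *Dnah2* and *Clec10a* were above the background reference on all 8 arrays. The serpin gene *Serpinb2* was above it on 6 arrays, with the vehicle control at 4 h below it, and the chemokine gene *Cxcl5* was above it on 3 arrays, 2 of which were treated arrays at 12 h. *Ctla4*, *Cdh10* and *Ncam2* were above it on 0 arrays. In all, 23561 probe sets were above the reference on at least 4 of the 8 arrays, the measure used here in place of a positive detection call. Of the probe sets that changed 2-fold or more in both same-numbered comparisons, 94 of 107 at 4 h and 123 of 141 at 12 h also had a CV over 0.4 across the 8 arrays.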

We chose genes that scored positive in at least 4 different chips and that had a coefficient of variation (CV) of over 0.4. A total of 907 and 1256 genes had changed expression significantly by 4 h and by 12 h post-treatment with [BF/S+L/Ep], respectively. Among these, 172 and 264 genes respectively were identified as immune-related genes (Table 1). 

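At 4 h, 2 genes rose in [BF/S+L/Ep]-treated DCs and 0 fell. *Ahrr*, which encodes the repressor of the aryl hydrocarbon receptor (AhR), rose from 753 ± 31.5 to 1759 ± 20.2 (signal, mean ± SD, n = 2 arrays, log2 fold change 1.22, standard error 0.13, adjusted p = 0.0133 from limma). *Cxcl3*, a chemokine gene, rose from 1443 ± 26.7 to 3399 ± 29.7 (log2 fold change 1.24, standard error 0.14, adjusted p = 0.0133). At 12 h, 7 probe sets of 6 genes rose (*Mmp8*, *Dnah2*, *Ppbp*, *Plet1*, *Asb2* and *Cxcl2*) and 2 fell (*Clec10a* and *Retnla*). *Dnah2* rose from 1043 ± 90.1 to 3261 ± 492 (log2 fold change 1.64, standard error 0.15, adjusted p = 0.00125). At an unadjusted p under 0.05 there were 2238 probe sets at 4 h (1120 higher, 1118 lower) and 2684 at 12 h (1179 higher, 1505 lower), where 2252 are expected by chance. The count at 4 h was 0 without the intensity trend in the moderation, 1 with an offset of 50 or only the 4 arrays of that time, 4 with the replicate number as a block, 0, 1, 0 and 3 without DMSO 4 h replicate 1 or 2 or [BF/S+L/Ep] 4 h replicate 1 or 2, where the 3 were lower and shared 0 with the 2 above, and in these 4 cases the adjusted p of *Ahrr* was 0.222, 0.0833, 0.146 and 0.0813 and that of *Cxcl3* 0.222, 0.167, 0.146 and 0.0813. The count at 12 h was 0 without the intensity trend, 4 with the offset, 3 with only the 4 arrays of that time, 3 without either DMSO 4 h array, 2 or 3 without DMSO 12 h replicate 1 or 2, and 3 or 0 without [BF/S+L/Ep] 12 h replicate 1 or 2, and *Dnah2* lost its call without DMSO 12 h replicate 1 (adjusted p = 0.0625) or [BF/S+L/Ep] 12 h replicate 2 (0.0667).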

For up-regulated or down-regulated genes, only those genes that showed at least a 2-fold change in RNA transcript level in two independent experiments were considered for further analysis. Differences in expression level were calculated by dividing the signal intensity values of genes from [BF/S+L/Ep]-treated cells by the intensity values of genes from the vehicle-treated (control) cells. 

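*Calb2*, which encodes the calcium-binding protein calretinin, had the smallest p of the lower genes at 4 h that met the conditions for naming, with a signal of 125 ± 14.3 in the vehicle control and 27.4 ± 6.86, under the background reference, after [BF/S+L/Ep] (mean ± SD, n = 2 arrays). This is at least 1.78-fold lower and did not pass the test (adjusted p = 0.0550 from limma). At 12 h *Calb2* was at 485 ± 18.3 and 681 ± 106, higher after treatment (log2 fold change 0.48, adjusted p = 0.896), and the difference between its responses did not pass (adjusted p = 0.756). Also at 12 h, a probe set of the lysosomal gene *Laptm5* read 365 ± 64.2 in the control and 42.2 ± 6.01 after treatment, at least 4.78-fold lower (adjusted p = 0.0826), while its brightest probe set had a log2 fold change of -0.12 (adjusted p = 0.927). The kallikrein gene *Klk1b27* was at 3331 ± 228 and 1811 ± 232 at 12 h (adjusted p = 0.101) and the ribonuclease gene *Ear3* at 5148 ± 663 and 2914 ± 69.3 (adjusted p = 0.0605), and neither passed. At 1.5-fold or more in both same-numbered comparisons, 273 probe sets were higher and 261 lower in treated DCs at 4 h, and 294 were higher and 332 lower at 12 h. At 3-fold or more there were 18 higher and 10 lower at 4 h, and 13 higher and 19 lower at 12 h. At 4-fold or more there were 9 higher and 5 lower at 4 h, and 4 higher and 10 lower at 12 h. These counts take the 23561 probe sets above the background reference on at least 4 arrays and carry no test.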

Overall, similar numbers of genes were up-regulated and down-regulated after treatment with [BF/S+L/Ep] (Table 1). The expression of 29 genes more than doubled in [BF/S+L/Ep]-treated DCs, compared to vehicle control, at 4 h post-treatment, and a group of 31 genes were up-regulated (i.e., ≥ 2-fold change) at 12 h post-treatment. In contrast, 26 and 35 genes were down-regulated (expression more than halved) in [BF/S+L/Ep]-treated DCs at 4 h and 12 h post-treatment, respectively (Table 1). It is important to note that two different sets of 51 non-immune related genes were highly affected at 4 h and 12 h time points (Table 1). 

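*Plet1*, a surface protein gene of stem and progenitor cells, rose at 12 h, at the dimmer of the 2 of its probe sets that passed, from 127 ± 2.47 to 391.7 ± 110.3 (signal, mean ± SD, n = 2 arrays, log2 fold change 1.60, standard error 0.20, adjusted p = 0.0187 from limma). At 4 h, *Plet1* stood at 1996 ± 112 in the control and 2669.8 ± 542 after treatment (adjusted p = 1.00), and it was lower at 12 h than at 4 h in the vehicle control (log2 fold change -3.97, adjusted p = 3.71e-07). *Dnah2* was above 2-fold at 4 h too, at 436 ± 54.6 and 907 ± 33.4, but missed the test (adjusted p = 0.0550). In all, 62 probe sets at 4 h and 60 at 12 h had a signal at least 2-fold higher in [BF/S+L/Ep]-treated DCs in the mean and in both same-numbered comparisons. These counts were 41 and 40 when all 4 treated to control ratios had to reach 2-fold, 195 and 161 on the ratio of mean signals alone, and 1403 and 1106 with no background filter. Without 1 array, only 1 same-numbered comparison is left. The counts were then 437, 355, 212 and 172 at 4 h and 467, 261, 175 and 117 at 12 h. Their order is DMSO replicate 1, DMSO replicate 2, [BF/S+L/Ep] replicate 1 and [BF/S+L/Ep] replicate 2. The call of *Plet1* was lost with the moderation without the intensity trend (adjusted p = 0.437), an offset of 50 (0.101) and only the 4 arrays of that time (0.272), and without DMSO 4 h replicate 1 (adjusted p = 0.100) or 2 (0.104), DMSO 12 h replicate 1 (0.192) or 2 (0.209) or [BF/S+L/Ep] 12 h replicate 2 (0.229).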

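Of 16 measured genes of alternative activation, a program of macrophages and DCs that IL-4 is known to induce, 2 fell at 12 h and 0 rose, and 3 fell when adjusted over the list alone. *Clec10a*, a lectin receptor gene, fell from 1171 ± 101 to 562 ± 12.9 (signal, mean ± SD, n = 2 arrays, log2 fold change -1.06, standard error 0.14, adjusted p = 0.0280 from limma). *Retnla*, which encodes a secreted protein of alternatively activated cells, fell from 5656 ± 37.2 to 3082 ± 233 (log2 fold change -0.88, standard error 0.12, adjusted p = 0.0477). The mannose receptor gene *Mrc1* had a log2 fold change of -0.36 (adjusted p = 0.573, and 0.0271 over the list alone). As a whole the list did not pass camera at 12 h (adjusted p = 0.395), and fry gave a lower level with an adjusted p of 0.0228. In all, 45 probe sets at 4 h and 81 at 12 h were at least 2-fold lower in the mean and in both same-numbered comparisons. These counts were 23 and 50 with all 4 ratios at that fold, 170 and 220 on the ratio of mean signals alone, 1798 and 1954 with no background filter, and, without 1 array in the order DMSO replicates 1 and 2 and [BF/S+L/Ep] replicates 1 and 2, 155, 150, 356 and 387 at 4 h and 153, 291, 343 and 448 at 12 h. *Clec10a* lost its call with the moderation without the intensity trend (adjusted p = 0.473), each array centred on its median (0.163), an offset of 50 (0.0716), robust moderation (0.0524) and only the 4 arrays of that time (0.131), and without DMSO 4 h replicate 1 (adjusted p = 0.118) or 2 (0.128), DMSO 12 h replicate 1 (0.192) or 2 (0.294) or [BF/S+L/Ep] 12 h replicate 1 (0.185) or 2 (0.243). *Retnla* lost its call with the moderation without the intensity trend (adjusted p = 0.616), each array centred on its median (0.185), an offset of 50 (0.101), robust moderation (0.0559), the replicate number as a block (0.0516) and only the 4 arrays of that time (0.0873), and without DMSO 4 h replicate 1 (adjusted p = 0.124) or 2 (0.128), DMSO 12 h replicate 1 (0.290) or 2 (0.324) or [BF/S+L/Ep] 12 h replicate 1 (0.322) or 2 (0.243).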

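None of the probe sets that passed at 4 h passed at 12 h (0 shared), although both genes that rose at 4 h, *Ahrr* and *Cxcl3*, were also higher at 12 h (log2 fold change 0.77, standard error 0.14, adjusted p = 0.113 for *Cxcl3*). The collagenase gene *Mmp8* stood at 2568 ± 58.3 in the control and 3680.5 ± 102 after treatment at 4 h (signal, mean ± SD, n = 2 arrays, log2 fold change 0.52, standard error 0.10, adjusted p = 0.297). The difference between its effects at 12 h and 4 h did not pass (adjusted p = 1.00 from limma). All 11 probe sets called at either time had the same sign at the other time. Across 26581 probe sets above the background reference on at least 2 arrays, the log2 fold changes at 4 h and 12 h correlated with Pearson's r of 0.0806 and Spearman's rho of 0.169. By limma, 0 probe sets differed in their response between the times, with 1647 at an unadjusted p under 0.05. The correlation was 0.0220 over all probe sets, 0.158 with an offset of 50, 0.0244 without [BF/S+L/Ep] 4 h replicate 2 and 0.0430 without DMSO 12 h replicate 1.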

The relative changes in gene expression levels in [BF/S+L/Ep]-treated DCs are shown in Table 2 and Table 3 for 4 h and 12 h treatments, respectively. 

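Of 64 entries of Tables 2 and 3 whose gene has a probe set with 1 symbol, 50 had the direction of the tables at their brightest probe set (9 of them with both groups under the background reference and 6 with 1 group under it), 26 had it at 2-fold or more (7 with both groups and 6 with 1 group under the reference), and 6 passed the test (adjusted p under 0.05 from limma): *Ahrr* at 4 h, and *Mmp8*, *Ppbp*, *Asb2*, *Dnah2* and *Clec10a* at 12 h. At 4 h these counts were 20, 10 and 1 of 27 entries, and at 12 h 30, 16 and 5 of 37 entries. *Wdhd1*, which encodes a DNA replication protein, was at 153 ± 3.89 in the control and 312 ± 11.6 after [BF/S+L/Ep] at 4 h (signal, mean ± SD, n = 2 arrays, adjusted p = 0.864). *Fbxo36*, an F-box gene, was at 561 ± 43.1 and 257 ± 3.96 at 12 h (adjusted p = 0.245). *Ccdc89*, *Dmc1* and *Speer4b* were under the background reference in both groups at 12 h, so no fold is given. For 55 entries some probe set of the gene gave a ratio within 2% of the tables', a match chosen after the values were seen. In 18 of them all 4 arrays of the time were above the reference, in 2 (*Abce1* and *Atad1*) 1 array of a group was under it, in 21 a group was under it, and in 14 both groups were.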

The unknown genes and sequences are not shown in these tables.

**Figure 2:**
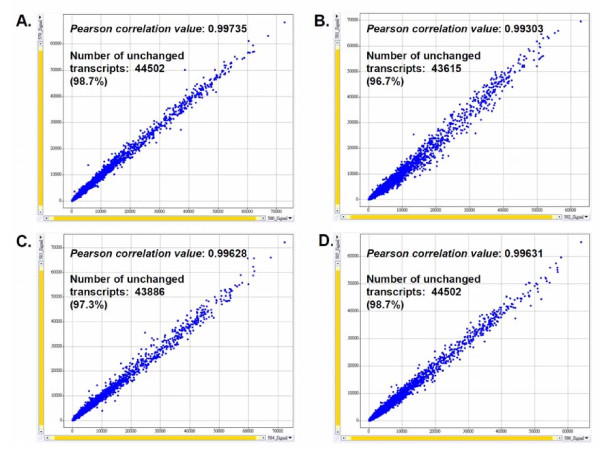
**Correlation of biological sample replicates**. **A**, DMSO (control) replicates (Affymetrix ID: 579, 580) after 4 h treatment. *Pearson correlation value*: 0.99735. **B**, [BF/S+L/Ep] replicates (Affymetrix ID: 581, 582) after 4 h treatment. *Pearson correlation value*: 0.99303. **C, **[DMSO] (control) replicates (Affymetrix ID: 583, 584) after 12 h treatment. *Pearson correlation value*: 0.99628. **D**, [BF/S+L/Ep] replicates (Affymetrix ID: 585, 586) after 12 h treatment. *Pearson correlation value*: 0.99631. Data analysis used Spotfire software. *Pearson correlation value *and number of unchanged transcripts were calculated using GCOS software.

**Table 1:** Changes in gene expression in BMDCs in response to treatment with [BF/S+L/Ep]

	Expression change relative to DMSO alone	Up-regulated genes	Down-regulated genes	Total number of regulated genes	Percentage of all genes (%)
**At 4 h:**					
**Total genes**	Significant ^a^	513	472	985	2.90
	≥ 1.5	104	94	198	0.58
	≥ 2 ^b^	19	10	29	0.09
	≥ 3	6	5	11	0.03
	≥ 4	3	2	5	0.01
**Immune-related**	Significant ^a^	89	83	172	0.51
	≥ 1.5	16	14	30	0.09
	≥ 2 ^c^	4	0	4	0.01
	≥ 3	2	0	2	0.01
	≥ 4	0	0	0	0
**Non-immune-** **related**	≥ 2 ^b-c^	15	10	25	0.07
					
**At 12 h:**					
**Total Genes**	Significant ^a^	605	736	1341	3.94
	≥ 1.5	128	132	260	0.76
	≥ 2 ^d^	21	18	39	0.11
	≥ 3	6	5	11	0.03
	≥ 4	3	3	6	0.02
**Immune-related**	Significant ^a^	144	120	264	0.78
	≥ 1.5	27	19	46	0.14
	≥ 2 ^e^	2	0	2	0.01
	≥ 3	1	0	1	0
	≥ 4	1	0	1	0
**Non-immune-** **related**	≥ 2 ^d-e^	19	18	37	0.11

^a ^Differentially expressed genes that are significant in [BF/S+L/Ep] vs. [DMSO] (control). Values of *p *≤ 0.05 are considered to be significant. All relative differences greater than 1.5 are significant.

^b ^Up-regulated genes with at least a 2-fold change in the level of RNA transcript expression after 4 h treatment

^c ^Up-regulated immune-related genes with at least a 2-fold change after 4 h treatment

^d ^Down-regulated genes with at least a 2-fold change in the level of RNA transcript expression after 4 h treatment

^e ^Down-regulated immune-related genes with at least a 2-fold change after 12 h treatment

**Table 2:** Up-regulation of genes in iBMDCs treated with [BF/S+L/Ep] for (A) 4 h or (B) 12 h compared to DMSO alone

	Gene Name	Accession Number	**Expression Ratio**^**a **^**(+)/(-)**
**At 4 h:**			
**Cluster 1**	**Adhesion molecules, Cytoskeleton, Cell movement**		
Ncam2	neural cell adhesion molecule 2	NM_010954	6.57
Serpinb2	serine (or cysteine) peptidase inhibitor, clade B, member 2	NM_011111	4.50
Ikbkg	inhibitor of kappa B kinase gamma	NM_010547	2.03
			
**Cluster 2**	**Immune response**		
Amot	angiomotin	NM_153319	2.48
Cxcl5	chemokine (C-X-C motif) ligand 5	NM_009141	8.63
Irg1	immunoresponsive gene 1	XM_127883	2.17
Cxcl7	chemokine (C-X-C motif) ligand 7	NM_023785	2.08
			
**Cluster 3**	**Signal transmission, Transporter**		
Nrxn1	neurexin I	Q9CS84	9.62
Sorbs1	sorbin and SH3 domain containing 1	NM_009166	3.70
Ahrr	aryl-hydrocarbon receptor repressor	NM_009644	2.37
Abce1	ATP-binding cassette, sub-family E (OABP), member 1	NM_015751	2.10
			
**Cluster 4**	**Cell cycle, DNA repair, Apoptosis**		
Cyr61	cysteine rich protein 61	NM_010516	6.60
Mtap9	microtubule-associated protein 9	Q3TRR0	2.64
			
**Cluster 5**	**Enzyme, Kinase**		
Ppfia1	protein tyrosine phosphatase, receptor type, f polypeptide (PTPRF)	XM_133979	2.74
			
**Cluster 6**	**DNA binding protein, Transcription factor**		
Wdhd1	WD-repeat HMG-box DNA binding protein 1	NM_172598	2.04
			
**Cluster 7**	**Miscellaneous**		
Prdm10	PR domain containing 10	Q3UTQ7	6.98
Tdrd3	Tudor domain containing 3	NM_172605	3.48
Mif4gd	MIF4G domain containing	NM_027162	2.16
Dnahc2	dynein, axonemal, heavy chain 2	O08826	2.09
**At 12 h:**			
**Cluster 1**	**Adhesion molecules, Cytoskeleton, Cell movement**		
Serpinb2	serine (or cysteine) peptidase inhibitor, clade B, member 2	NM_011111	3.34
Cspg2	chondroitin sulfate proteoglycan 2	NM_019389	2.20
Mmp8	matrix metallopeptidase 8	NM_008611	2.18
Myo1d	Myosin ID	NM_177390	2.07
			
**Cluster 2**	**Signal transmission, Transporter**		
Phip	pleckstrin homology domain interacting protein	Q32NY1	3.28
Cd38	CD38 antigen	NM_007646	2.51
Rbp1	retinol binding protein 1, cellular	NM_011254	2.28
Ap3s2	adaptor-related protein complex 3, sigma 2 subunit	NM_009682	2.12
Golph4	golgi phosphoprotein 4	NM_175193	2.03
			
**Cluster 3**	**Enzyme, Kinase**		
Dnm1l	dynamin 1-like	NM_152816	13.11
Wdfy3	WD repeat and FYVE domain containing 3	NM_172882	4.64
Acpp	acid phosphatase, prostate	NM_019807	2.18
Apc	adenomatosis polyposis coli	NM_007462	2.15
Adhfe1	alcohol dehydrogenase, iron containing, 1	NM_175236	2.04
			
**Cluster 4**	**Immune response**		
Ctla4	cytotoxic T-lymphocyte-associated protein 4	NM_009843	11.16
Cxcl7	chemokine (C-X-C motif) ligand 7	NM_023785	2.77
			
**Cluster 5**	**RNA binding protein, Translation factor**		
Mrps5	mitochondrial ribosomal protein S5	NM_029963	2.20
Sf4	splicing factor 4	NM_027481	2.45
			
**Cluster 6**	**DNA binding protein, Transcription factor**		
Asb2	ankyrin repeat and SOCS box-containing protein 2	NM_023049	2.75
			
**Cluster 7**	**Miscellaneous**		
Dnahc2	dynein, axonemal, heavy chain 2	O08826	3.11
Ccdc89	coiled-coil domain containing 89	Q9DA73	2.01

^a ^Expression ratio is defined as relative difference in expression with (+) compared to without (-) treatment with [BF/S+L/Ep] plant extract; (-) is DMSO vehicle control.

**Table 3:** Down-regulation of genes in iBMDCs treated with [BF/S+L/Ep] for (A) 4 h or (B) 12 h compared to DMSO alone

	Gene Title	Accession Number	**Expression Ratio**^**a **^**(+)/(-)**
**At 4 h:**			
**Cluster 1**	**Adhesion molecules, Cytoskeleton, Cell movement**		
Cnn3	calponin 3, acidic	NM_028044	0.13
Cdh10	cadherin 10	Q3UUB3	0.27
Itga6	Integrin alpha 6	NM_008397	0.50
			
**Cluster 2**	**Cell cycle, DNA repair, Apoptosis**		
Sycp1	synaptonemal complex protein 1	NM_011516	0.25
			
**Cluster 3**	**Enzyme, Kinase**		
Atad1	ATPase family, AAA domain containing 1	NM_026487	0.48
St8sia6	ST8 alpha-N-acetyl-neuraminide alpha-2,8- sialyltransferase 6	NM_145838	0.45
Prkce	Protein kinase C, epsilon	NM_011104	0.47
			
**Cluster 4**	**DNA binding protein, Transcription factor**		
Shprh	SNF2 histone linker PHD RING helicase	NM_172937	0.27
Zfp39	zinc finger protein 39	NM_011758	0.31
			
**Cluster 5**	**Miscellaneous**		
Cep110	centrosomal protein 110	XM_981952	0.46
			
**At 12 h:**			
**Cluster 1**	**Adhesion molecules, cytoskeleton; cell movement**		
Cdh1	Cadherin 1	NM_009864	0.30
Gja1	gap junction membrane channel protein alpha 1	NM_010288	0.48
			
**Cluster 2**	**Signal transmission, Transporter**		
Rab17	RAB17, member RAS oncogene family	NM_008998	0.42
Oscar	osteoclast associated receptor	NM_175632	0.44
Kcne3	Voltage-gated potassium channel, Isk-related subfamily, gene 3	NM_020574	0.49
Sla	src-like adaptor	NM_009192	0.50
			
**Cluster 3**	**Enzyme, Kinase**		
Setd4	SET domain containing 4	NM_145482	0.32
Ndufb2	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 2	NM_026612	0.39
Acss1	acyl-CoA synthetase short-chain family member 1	NM_080575	0.40
			
**Cluster 4**	**DNA binding protein, Transcription factor**		
Sox6	SRY-box containing gene 6	NM_011445	0.06
Dmc1h	disrupted meiotic cDNA 1 homolog	NM_010059	0.17
Nfxl1	nuclear transcription factor, X-box binding-like 1	Q3ULV1	0.36
Huwe1	HECT, UBA and WWE domain containing 1	NM_021523	0.41
			
**Cluster 5**	**Protein metastasis**		
Fbxo36	F-box only protein 36	NM_025386	0.46
			
**Cluster 6**	**RNA binding protein, Translation factor**		
Rbm14	RNA binding motif protein 14	NM_019869	0.50
			
**Cluster 7**	**Miscellaneous**		
Speer4b	spermatogenesis associated glutamate (E)-rich protein 4b	NM_028561	0.19
Ccdc21	coiled-coil domain containing 21	NM_144527	0.47
Mgl1	macrophage galactose N-acetyl-galactosamine specific lectin 1	NM_010796	0.48

^a ^Expression ratio is defined as relative difference in expression with (+) compared to without (-) treatment with [BF/S+L/Ep] plant extract; (-) is DMSO vehicle control.

A number of genes that are reported to be differentially expressed in defined immune responses were found to have increased expression after treatment with [BF/S+L/Ep] [10]. These genes include angiomotin (*Amot*), chemokine (C-X-C motif) ligand 5 *(Cxcl5), pro-platelet basic protein *(*Cxcl7*) and immunoresponsive gene 1 *(Irg1) *which were up-regulated at 4 h post-treatment with [BF/S+L/Ep], and other genes including cytotoxic T-lymphocyte-associated protein 4 *(Ctla4) *and chemokine (C-X-C motif) ligand 7 *(Cxcl7) *were strongly up-regulated at 12 h post-treatment. Among them, *Cxcl7 *was up-regulated at both 4 h and 12 h time points (Table 2 and 3). In addition, the expression of DC surface marker genes, such as *Cd40, Cd80, Cd86, Mhc II *and *Cd11c*, showed little or no changes after [BF/S+L/Ep] treatment, confirming our previous flow cytometric analysis (Figure 1).

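*Acod1*, the *Irg1* of the paper, whose enzyme makes itaconate in activated macrophages, was at 391 ± 73.5 in the vehicle control and 845 ± 76.8 in [BF/S+L/Ep]-treated DCs at 4 h (signal, mean ± SD, n = 2 arrays). This change missed the test at 4 h (log2 fold change 1.12, standard error 0.15, adjusted p = 0.0550 from limma), and over both times *Acod1* rose (log2 fold change 1.02, standard error 0.11, adjusted p = 0.00214). The angiomotin gene *Amot* was at 205 ± 39.5 and 185 ± 9.48 at 4 h (adjusted p = 1.00), and at its probe set with the largest rise the control was under the background reference. *Cxcl5*, a chemokine that attracts neutrophils, was under the reference in both groups at 4 h. At 12 h, *Cxcl5* was at 70.2 ± 9.83 in the control, with 1 of its 2 arrays under the reference, and 228 ± 81.0 after treatment (adjusted p = 0.837). *Ctla4*, which encodes an inhibitory receptor of T cells, was under the reference on every array. The averaged call of *Acod1* was lost only when the moderation left out the intensity trend (adjusted p = 0.395), among the settings and left-out arrays tried.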

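*Ppbp*, the *Cxcl7* of the paper, whose product is a chemokine of platelets that attracts neutrophils, was at 809 ± 242 in vehicle-treated and 1643 ± 71.6 in [BF/S+L/Ep]-treated DCs at 4 h (signal, mean ± SD, n = 2 arrays, log2 fold change 1.05, standard error 0.16, adjusted p = 0.116 from limma). At 12 h it rose from 2319 ± 122 to 6424 ± 166 (log2 fold change 1.47, standard error 0.16, adjusted p = 0.00853), and over both times it rose with a log2 fold change of 1.26 (standard error 0.11, adjusted p = 6.93e-04). Among 9 measured markers of megakaryocytes and platelets, *Ppbp* was the 1 that rose, and their median log2 fold change over both times was -0.04. The call at 12 h was lost with the moderation without the intensity trend (adjusted p = 0.436), and without DMSO 12 h replicate 1 (adjusted p = 0.147) or 2 (0.165) or [BF/S+L/Ep] 12 h replicate 1 (0.111) or 2 (0.124).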

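The costimulatory genes *Cd40*, *Cd80* and *Cd86* did not pass the test at either time. *Cd40* was at 610.2 ± 21.0 in the vehicle control and 661 ± 99.1 after [BF/S+L/Ep] at 4 h, and at 1141 ± 209 and 1235 ± 136 at 12 h (signal, mean ± SD, n = 2 arrays). *Cd86* was at 3137 ± 350.2 and 4188 ± 548 at 4 h (log2 fold change 0.42, standard error 0.13, adjusted p = 0.969 from limma, 95% interval 0.13 to 0.70), and its log2 fold change was 0.12 at 12 h. *Cd80* had log2 fold changes of 0.01 at 4 h and -0.23 at 12 h (standard error 0.20). The MHC class II genes *H2-Aa*, *H2-Ab1* and *H2-Eb1* had log2 fold changes of 0.00, 0.09 and 0.00 at 4 h and -0.08, -0.03 and -0.02 at 12 h, and *Itgax*, the gene of CD11c, had 0.00 and 0.03. Of 24 genes of DC maturation, 0 rose or fell at either time or over both, and when adjusted over the list alone *Cd274*, the gene of PD-L1, was higher over both times (0.30, 0.0300 over the list alone). The list did not pass camera (adjusted p = 0.183 at 4 h, 0.850 at 12 h and 0.395 over both times). Of 12 measured genes of MHC class II presentation, 0 rose or fell, also when adjusted over the list alone (camera adjusted p = 0.981, 0.759 and 0.850 in the same order).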

A number of the responsive genes found here have not previously been shown to be differentially expressed in DCs. Some of these include specific cell surface molecules related to cell adhesion or to regulation of cytoskeleton molecules, such as cadherin 10 (*Cdh10*), cadherin 1 (*Cdh1*), integrin a6 (*Itga6*), neural cell adhesion molecule 2 (*Ncam2*), microtubule-associated protein 9 (*Mtap9*), *Cd38*, and gap junction protein alpha 1 (*Gja1*). 

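On the gene lists used here, none of the measured genes of adhesion molecules and of the cytoskeleton passed the test. *Cdh10* and *Ncam2*, a cadherin and an immunoglobulin-type adhesion molecule of neurons, were under the background reference on every array, so no fold is given for them. The microtubule-associated gene *Map9*, the *Mtap9* of the paper, was above it on 3 arrays, with 80.6 ± 18.8 in the vehicle control and 73.2 ± 35.7 after [BF/S+L/Ep] at 4 h (signal, mean ± SD, n = 2 arrays, adjusted p = 1.00 from limma). *Cd38* was not analysed here. Of 33 measured genes of cadherins, integrins and other adhesion molecules, 0 rose or fell at either time or over both. Over both times the lowest p in that list was that of the tetraspanin gene *Cd9* (0.35, adjusted p = 0.289), the 1 gene that passed when adjusted over the list alone (adjusted p = 0.0494). The list did not pass camera (adjusted p = 0.0751 at 4 h, 0.555 at 12 h and 0.778 over both). Of 41 measured genes of the actin and microtubule cytoskeleton, 0 rose or fell, also when adjusted over the list alone (camera adjusted p = 0.492, 0.853 and 0.850). The tubulin genes *Tubb2a* (-0.23) and *Tubb6* (0.22) had the smallest p there over both times (adjusted p = 0.435 and 0.506).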

RNA transcript levels for genes encoding several secreted proteins were also increased by treatment with [BF/S+L/Ep]. These genes include chemokine (C-X-C motif) ligand 2 (*Cxcl5*), pro-platelet basic protein (chemokine (C-X-C motif) ligand 7) (*Cxcl7*), acid phosphatase (*Acpp*), chondroitin sulfate proteoglycan 2 (*Cspg2*), matrix metallopeptidase 8 (*Mmp8*), and serpin peptidase inhibitor (*Serpinb2*). In comparison, the expression of transcripts encoding several enzymes fell after treatment with [BF/S+L/Ep]. These genes included protein kinase C (*Prkce*), acyl-CoA synthetase (*Acss1*), ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6 (*St8sia6*), and Src-like-adaptor (*Sla*). Moreover, the expression of mRNAs encoding transcription factors or DNA binding proteins localized in the nuclear compartment, such as ankyrin repeat and SOCS box-containing 2 (*Asb2*) and inhibitor of kappa light polypeptide gene enhancer in B-cells (*Ikbkg*), were increased in [BF/S+L/Ep]-treated DCs, and the expressions other transcription regulatory genes, such as synaptonemal complex protein 1 (*Sycp1*), RNA binding motif protein 14 (*Rbm14*), HECT domain containing 1 (*Huwe1*) and SRY (sex determining region Y)-box 6 (*Sox*) were decreased (Table 2 and 3).

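*Serpinb2*, which encodes an inhibitor of plasminogen activators, rose over both times in [BF/S+L/Ep]-treated DCs (adjusted p = 0.00745 from limma). At 4 h it was at 54.0 ± 12.4, under the background reference, in the vehicle control and at 240.5 ± 26.9 after treatment, at least 2.54-fold higher (signal, mean ± SD, n = 2 arrays, adjusted p = 0.116). At 12 h it was at 128 ± 32.2 and 421 ± 39.0 (adjusted p = 0.167). *Mmp8*, a collagenase that neutrophils store, rose over both times (log2 fold change 0.82, standard error 0.07, adjusted p = 6.27e-04), while the 5 other measured neutrophil markers had log2 fold changes from -0.13 (*Ngp*) to -0.03 (*S100a8*) and none passed. The acid phosphatase gene *Acpp* was at 984 ± 80.9 and 1161 ± 31.0 at 12 h (adjusted p = 0.887), with a ratio of 2.18 at its probe set with the largest rise (adjusted p = 0.478). *Vcan*, the *Cspg2* of the paper, was at 415 ± 76.5 and 504 ± 51.9 (adjusted p = 0.909), with a ratio of 2.20 at the probe set with the largest rise (adjusted p = 0.482). The averaged call of *Serpinb2* was lost with the moderation without the intensity trend (adjusted p = 0.218), and without [BF/S+L/Ep] 4 h replicate 2 (adjusted p = 0.0522) or [BF/S+L/Ep] 12 h replicate 1 (0.0726) or 2 (0.0684).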

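*Sla*, which encodes an adaptor protein that dampens antigen receptor signals, fell over both times in [BF/S+L/Ep]-treated DCs (log2 fold change -0.67, standard error 0.11, adjusted p = 0.0327 from limma). Its 3 other probe sets had negative values over both times as well, and none passed. *Sla* was at 1635 ± 331 in the vehicle control and 987 ± 67.7 after treatment at 4 h, and at 1751 ± 98.6 and 1142 ± 145 at 12 h (signal, mean ± SD, n = 2 arrays, adjusted p = 0.462 and 0.398). The protein kinase C gene *Prkce* was at 388 ± 120.4 and 338 ± 1.56 at 4 h (log2 fold change -0.16, standard error 0.23). *Acss1*, which encodes an acetyl-CoA synthetase of mitochondria, was at 446 ± 31.4 and 387 ± 35.1 at 12 h (adjusted p = 0.924). The sialyltransferase gene *St8sia6* was at 209.9 ± 59.3 and 163 ± 16.3 at 4 h (adjusted p = 1.00). At the probe sets of *Acss1* and *St8sia6* with the largest fall, the treated group was under the background reference. *Sla* lost its call with the moderation without the intensity trend (adjusted p = 0.551), each array centred on its median (0.148), an offset of 50 (0.0616) and robust moderation (0.0503), and without DMSO 4 h replicate 1 (adjusted p = 0.0525) or 2 (0.247), [BF/S+L/Ep] 4 h replicate 1 (0.105) or 2 (0.100), DMSO 12 h replicate 1 (0.183) or 2 (0.221) or [BF/S+L/Ep] 12 h replicate 1 (0.178) or 2 (0.0908).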

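*Asb2*, which encodes a subunit of an E3 ubiquitin ligase, rose at 12 h from 253 ± 14.2 in the vehicle control to 697 ± 19.9 in [BF/S+L/Ep]-treated DCs (signal, mean ± SD, n = 2 arrays, log2 fold change 1.46, standard error 0.19, adjusted p = 0.0240 from limma). At 4 h it was at 246 ± 9.05 and 429 ± 44.0 (adjusted p = 0.657), and over both times it rose (1.13, adjusted p = 0.00538). *Ikbkg*, which encodes the regulatory subunit of the IκB kinase, was at 816 ± 116 and 848 ± 25.8 at 4 h (log2 fold change 0.06, standard error 0.15, adjusted p = 1.00), and at its probe set with the largest rise the ratio was 2.03 (adjusted p = 0.861). *Rbm14*, a coactivator gene, was at 1380.5 ± 203 and 1302 ± 8.91 at 12 h (adjusted p = 0.982), and the ubiquitin ligase gene *Huwe1* had a log2 fold change of 0.37 at 12 h (adjusted p = 0.808). The probe sets of *Rbm14* and *Huwe1* with the largest fall had the treated group under the background reference. *Sycp1* was above the reference on 1 array, and *Sox6* was under it in both groups at 12 h. The call of *Asb2* at 12 h was lost with the moderation without the intensity trend (adjusted p = 0.300), an offset of 50 (0.0600) and only the 4 arrays of that time (0.117), and without DMSO 4 h replicate 1 (adjusted p = 0.0848) or 2 (0.0844), DMSO 12 h replicate 1 (0.171) or 2 (0.209) or [BF/S+L/Ep] 12 h replicate 1 (0.225) or 2 (0.243), and the averaged call without DMSO 4 h replicate 2 (adjusted p = 0.0601) or [BF/S+L/Ep] 12 h replicate 1 (0.0527).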

### 3. Putative signaling networks involved in modulatory effect of [BF/S+L/Ep] on iBMDCs

Functional genomics experimental approaches were employed in our previous study on the modulatory effect of *Echinacea *plant extracts on human DCs [9,10]. Using the same defined phytocompound extracts here we analyzed the genome-wide transcriptional response in the context of known functional activities and interrelationships among specific protein molecules and/or different cell phenotypes by using Ingenuity Systems, a structured network knowledge-based approach, to provide insight into the regulation of BMDC activities that are relevant to the body immune system. Figure 3A shows the hypothetical or candidate networks revealed by clustering analysis of representative genes involved in the BMDC response to [BF/S+L/Ep] treatment. 

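Of 29 measured genes of the inflammatory NF-κB response, 5 rose over both times in [BF/S+L/Ep]-treated DCs and 0 fell at an adjusted p under 0.05 from limma (10 higher and 1 lower when adjusted over the list alone). Besides *Cxcl2*, *Cxcl3* and *Acod1*, these were *Clec4e*, which encodes a receptor for damaged cells and fungi (0.52, adjusted p = 0.0112), and *Tnfaip2* (0.46, adjusted p = 0.0171), the last named after its values were seen. The list passed camera over both times (adjusted p = 2.97e-06), but not with an estimated correlation (adjusted p = 0.127 with an estimated correlation). Of 26 measured interferon-stimulated genes, 2 rose (10 when adjusted over the list alone): *Usp18*, a protease that removes ISG15 from proteins (0.63, adjusted p = 0.00862), and *Rsad2*, the antiviral viperin (0.66, adjusted p = 0.0128). That list passed camera (adjusted p = 1.49e-09), and had an adjusted p = 0.0628 with an estimated correlation. Of 29 measured cell cycle genes, 0 rose or fell, also when adjusted over the list alone (camera adjusted p = 0.464 at 4 h, 0.104 at 12 h and 0.107 over both, and lower with adjusted p = 0.0446 at 12 h and 0.0158 over both with the mean over a gene's probe sets), and *Rrm2*, a subunit of ribonucleotide reductase, had the smallest p (-0.40, adjusted p = 0.536). Of 19 measured p53 targets and apoptosis genes, 0 rose or fell, also over the list alone (camera adjusted p = 0.778, 0.949 and 0.862), with *Pmaip1*, the gene of NOXA, at 0.24. *Usp18* lost its call with the moderation without the intensity trend (adjusted p = 0.495), and without DMSO 4 h replicate 1 (adjusted p = 0.0610) or 2 (0.0933), DMSO 12 h replicate 1 (0.0839) or [BF/S+L/Ep] 12 h replicate 2 (0.0754), and *Rsad2* with the moderation without the intensity trend (adjusted p = 0.504), and without DMSO 4 h replicate 1 (adjusted p = 0.109) or 2 (0.0724), [BF/S+L/Ep] 4 h replicate 1 (0.0510) or 2 (0.0624), DMSO 12 h replicate 1 (0.0997) or [BF/S+L/Ep] 12 h replicate 1 (0.0755) or 2 (0.0908). *Clec4e* lost its call with the moderation without the intensity trend (adjusted p = 0.530) and each array centred on its median (0.0882), and without DMSO 4 h replicate 1 (adjusted p = 0.0818) or 2 (0.135), DMSO 12 h replicate 1 (0.0972) or 2 (0.0540) or [BF/S+L/Ep] 12 h replicate 1 (0.0755) or 2 (0.0875), and *Tnfaip2* with the moderation without the intensity trend (adjusted p = 0.573) and each array centred on its median (0.132), and without DMSO 4 h replicate 1 (adjusted p = 0.178) or 2 (0.157), DMSO 12 h replicate 1 (0.121) or 2 (0.112) or [BF/S+L/Ep] 12 h replicate 1 (0.128) or 2 (0.102).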

Apparent temporal controls for coordination of specific gene expressions were classified into three different functional groups: the immune response related genes (Group 1); adhesion molecules, cytoskeleton and cell movement-related genes (Group 2); and the cell cycle, cell proliferation, and apoptosis-related genes (Group 3). These responses to treatment with [BF/S+L/Ep] extract in iBMDCs may be viewed as an integrated cell-wide response involving cell trafficking, attachment, immunity and apoptosis.

**Figure 3:**
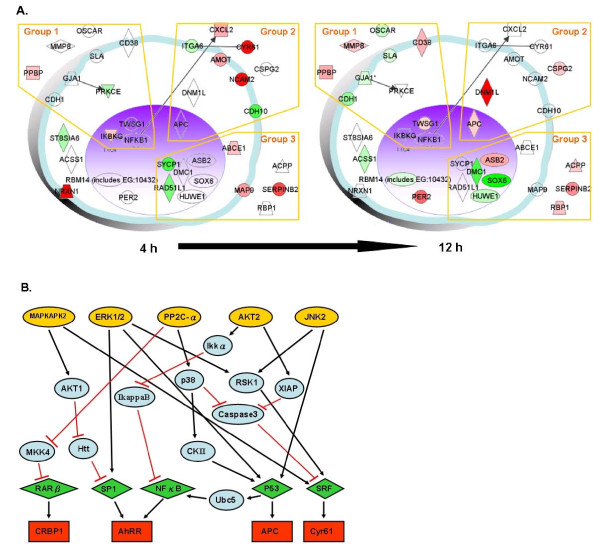
**Pathway analysis of representative genes that responded to [BF/S+L/Ep] treatment**. **A **prototypical cell was constructed from 37 representative genes that responded to treatment with [BF/S+L/Ep] *in vitro *from 4 h to 12 h. **A, **Genes whose expression was up-regulated (more than doubled) are colored red, and those whose expression was down-regulated (to less than half) are shown in green. Selected regions of the network highlight several groups of genes. Group 1, Immune response related genes. Group 2, Adhesion molecules and cytoskeleton; cell movement related genes. Group 3, Cell cycle, cell proliferation and apoptosis related genes. Gene networks were analyzed with the Ingenuity Pathways program. **B**, The TRANSPATH Professional 7.1 database was searched to assess possible signaling pathways, networks or potential interactions among the responsive genes/target molecules in DCs treated with [BF/S+L/Ep]. The 37 genes that were up- or down-regulated at least 2-fold compared to controls were analyzed. Specifically, connections (hits) within 7 genes were employed as the parameter for the current search. Five postulated key molecules/pathways; JNK2 (c-Jun NH_2_-terminal kinase 2), PP2C-α (protein phosphatase 2C-alpha), AKT (protein kinase B), ERK (extracellular signal-related kinase) and MAPKAPK (MAPK-activated protein kinase 2) that may be activated by [BF/S+L/Ep] treatment are predicted with arrows. The green rhombuses indicate the upstream transcription factors of responsive genes.

To identify possible signal transduction pathways in response to [BF/S+L/Ep] treatment, we analyzed, for both the 4 h and 12 h treatments, the 37 up-regulated genes using TRANSPATH software in the manner previously reported [9,10]. 

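Targets of AhR, a receptor for aromatic compounds, were the gene list with the largest median change in [BF/S+L/Ep]-treated DCs, at 0.62 over both times (log2 fold change). Over both times, 2 of 5 measured targets rose and 0 fell at an adjusted p under 0.05 from limma (4 higher when adjusted over the list alone), and the list passed camera (adjusted p = 4.20e-07 at 4 h, 9.08e-06 at 12 h and 2.88e-07 over both), but not with an estimated correlation (adjusted p = 0.0749, 0.0814 and 0.0749 with an estimated correlation). *Ahrr* was at 975 ± 52.1 in the vehicle control and 1756 ± 227 after treatment at 12 h (signal, mean ± SD, n = 2 arrays, adjusted p = 0.0681), and rose over both times (log2 fold change 1.03, standard error 0.09, adjusted p = 6.27e-04). *Tiparp*, which encodes an ADP-ribosyltransferase, was at 1618 ± 43.5 and 2831 ± 166 at 4 h (adjusted p = 0.0550) and rose over both times (log2 fold change 0.62, standard error 0.08, adjusted p = 0.00764). *Nqo1*, a quinone reductase gene, had 0.58 over both times (adjusted p = 0.134) and *Cyp1b1*, a cytochrome P450 gene, had the control under the background reference at both times (adjusted p = 0.494). *Apc*, which encodes a scaffold of the β-catenin destruction complex, was at 755 ± 24.0 and 791 ± 87.3 at 12 h (adjusted p = 0.987), and at its probe set with the largest rise the control was under the background reference. *Ccn1*, also called *Cyr61*, was above the reference on 2 arrays, with the control under it at both times. The averaged call of *Ahrr* was lost with the moderation without the intensity trend (adjusted p = 0.332), and that of *Tiparp* with the moderation without the intensity trend (adjusted p = 0.472), and without DMSO 4 h replicate 1 (adjusted p = 0.0632) or 2 (0.0855), DMSO 12 h replicate 2 (0.0540) or [BF/S+L/Ep] 12 h replicate 1 (0.0527) or 2 (0.0684).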

Signal transduction pathways involving the CRBP1, AhR, APC and Cyr61 genes with a ≥ 2-fold change in expression level (Table 2) were predicted. Apparent signaling network and functional genomic analyses suggest that treatment of DCs with [BF/S+L/Ep] may activate the JNK, PP2C-α, AKT, ERK1/2 or MAPKAPK pathways, because expression of their downstream genes were up-regulated (Figure 3B). 

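Of 27 measured immediate early and SRF target genes, which mitogen-activated kinases are known to induce, 1 rose and 1 fell over both times in [BF/S+L/Ep]-treated DCs (3 higher and 1 lower when adjusted over the list alone). *Ier3*, an early gene of stress responses, rose (0.54, standard error 0.09, adjusted p = 0.0465 from limma). The transcription factor gene *Klf4* fell from 2451 ± 303 to 1532 ± 70.5 at 4 h and from 1578 ± 196 to 1011 ± 0.919 at 12 h (signal, mean ± SD, n = 2 arrays, averaged log2 fold change -0.65, standard error 0.09, adjusted p = 0.0133). At its dimmer probe set *Klf4* had -0.29 (adjusted p = 0.766). *Dusp6*, the gene of a phosphatase of ERK, had 0.40 (adjusted p = 0.370) and *Junb*, a subunit of AP-1, had 0.34 (adjusted p = 0.443). The list as a whole passed camera at 12 h (adjusted p = 0.0282) and over both times (adjusted p = 0.0277), not at 4 h (adjusted p = 0.200), and did not pass with an estimated correlation (adjusted p = 0.155 at 12 h and over both times with an estimated correlation). The call of the list over both times was lost with the mean over a gene's probe sets (adjusted p = 0.117), fry (adjusted p = 0.0711), and without DMSO 4 h replicate 1 (adjusted p = 0.104), [BF/S+L/Ep] 4 h replicate 2 (0.141), DMSO 12 h replicate 2 (0.0774) or [BF/S+L/Ep] 12 h replicate 1 (0.0695), and the call at 12 h with the mean over a gene's probe sets (0.2801), fry (0.0765), and without DMSO 12 h replicate 1 (0.0822) or 2 (0.112) or [BF/S+L/Ep] 12 h replicate 1 (0.1202) or 2 (0.0507). *Klf4* lost its call with the moderation without the intensity trend (adjusted p = 0.515) and each array centred on its median (0.136), and without DMSO 4 h replicate 1 (adjusted p = 0.0586) or 2 (0.157), [BF/S+L/Ep] 4 h replicate 2 (0.0754), DMSO 12 h replicate 2 (0.0915) or [BF/S+L/Ep] 12 h replicate 1 (0.0755) or 2 (0.0908), and *Ier3* with the moderation without the intensity trend (adjusted p = 0.530), each array centred on its median (0.132), an offset of 50 (0.0598), robust moderation (0.0824) and quantile normalization (0.0510), and without DMSO 4 h replicate 1 (adjusted p = 0.204) or 2 (0.256), [BF/S+L/Ep] 4 h replicate 1 (0.0834) or 2 (0.173), DMSO 12 h replicate 1 (0.272) or 2 (0.0915) or [BF/S+L/Ep] 12 h replicate 1 (0.186) or 2 (0.241).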

For those down-regulated genes, the TRANSPATH software was not able to predict a matched upstream pathway.

### 4. Identification of differentially expressed known or novel proteins in BMDCs that respond to [BF/S+L/Ep]

Using 2D gel electrophoresis, we were able to routinely obtain representative, high resolution, and highly reproducible 2D protein profiles of mouse DCs as putative proteomic maps (data not shown). Treatment of DCs with [BF/S+L/Ep] at 75 μg/mL resulted in significant changes in expression of some proteins in comparison to the solvent-treated mouse DC samples. Differentially-expressed proteins were then identified by MALDI-TOF-MS and in some cases subsequently analyzed with tandem MS/MS, after manual excision of these protein spots from gels. A total of 23 different known protein species were isolated and characterized by analysis with MALDI-TOF-MS peptide mass fingerprinting (PMF). Table 4 lists the changes in protein expression in DCs treated with [BF/S+L/Ep] *in vitro *for 12 h, as compared to solvent (vehicle) treatment (0.1% DMSO). Expression of metabolism, cytoskeleton or NF-κB-signaling related proteins were most affected by [BF/S+L/Ep]. 2D gel electrophoretic analyses showed increased levels of a group of specific proteins, such as annexin A4 and peroxiredoxin (Figure 4A). In contrast, the levels of some other proteins, such as macrophage capping protein, were reduced (Figure 4B). These proteins, which function in cytoskeleton organization, did not show a detectable change in mRNA levels after [BF/S+L/Ep] treatment.

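The 19 measured mRNAs of the proteins in Table 4 did not pass the test on the arrays at 4 h or 12 h. *Anxa4*, which encodes annexin A4, had a log2 fold change of 0.07 at 12 h (standard error 0.10, adjusted p = 0.966 from limma). *Capg*, the gene of macrophage capping protein, was at 10976 ± 359 in the vehicle control and 11205 ± 41.8 after [BF/S+L/Ep] at 12 h (signal, mean ± SD, n = 2 arrays). *Prdx4*, a peroxiredoxin gene, was at 2824 ± 403 and 2819 ± 204 at 12 h. *Capza1*, a subunit of the F-actin capping protein, had -0.11 at 4 h (standard error 0.10, adjusted p = 1.00). Of 19 measured mRNAs of these proteins, 0 rose or fell at either time or over both, also when adjusted over the list alone (camera adjusted p = 0.948 at 4 h, 0.949 at 12 h and 0.930 over both). Over both times *Slc35e1* had the smallest p (0.19, adjusted p = 0.759).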

**Table 4:** Differentially expressed proteins identified by MALDI-TOF-MS/MS analysis of 2D gel protein profiles of iBMDCs treated with [BF/S+L/Ep] (75 ug/mL) in vitro for 12 h

Spot Number	Protein Name	**Relative Protein Level **^**a**^	SwissProt Accession Number	Biological Function
54	Annexin A4	1.73	P97429	Signal transduction; cell communication
34	Peroxiredoxin 4	1.56	O08807	Metabolism; Energy pathways
82	Vimentin	1.13	P20152	Cell growth/maintenance
26	Alpha-actin-2	1.12	P62739	Cell growth/maintenance
23	Proliferin-1	1.1	P04095	Cell growth/maintenance
98	APAF1-interacting protein	1.09	Q9WVQ5	apoptosis
1	beta-actin	1.05	P99041	Cell growth/maintenance
58	Alpha-tubulin 1, 2, 4, 6	1.04	P68369...	Cell growth/maintenance
79	Heat shock cognate 71 kDa protein	1.04	P63017	Protein metabolism
109	Solute carrier family 35 member E1	1.04	Q8CD26	Transport
55	Actin, cytoplasmic 1 (Beta-actin)	1.03	P60710	Cell growth/maintenance
88	YEATS domain-containing protein 4	0.96	Q9CR11	Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism
6	Phenylalanyl-tRNA synthetase	0.92	Q99M01	Protein metabolism
41	Protein disulfide-isomerase A3 [Precursor]	0.92	P27773	Protein metabolism
38	Phosphoglycerate mutase 1	0.87	Q9DBJ1	Metabolism; Energy pathways
78	Heat shock protein 9, [Precursor]	0.84	P38647	Protein metabolism
56	F-actin capping protein alpha subunit	0.83	P47754	Cell growth/maintenance
13	Cathepsin S	0.81	O70370	Protein metabolism
91	Nucleoside diphosphate kinase	0.74	Q9WV84	Metabolism; Energy pathways
70	Alpha-enolase	0.73	P17182	Metabolism; Energy pathways
45	Macrophage capping protein	0.63	P24452	Cell growth/maintenance
192	Voltage-gated potassium channel subfamily KQT member 2	0.46	Q9Z351	Transport
191	Protein tyrosine phosphatase mitochondrial 1	0.34	Q66GT5	signal transduction; cell communication

^a ^Relative protein level with or without [BF/S+L/Ep] (75 μg/mL), 0.1% DMSO as vehicle control.

**Figure 4:**
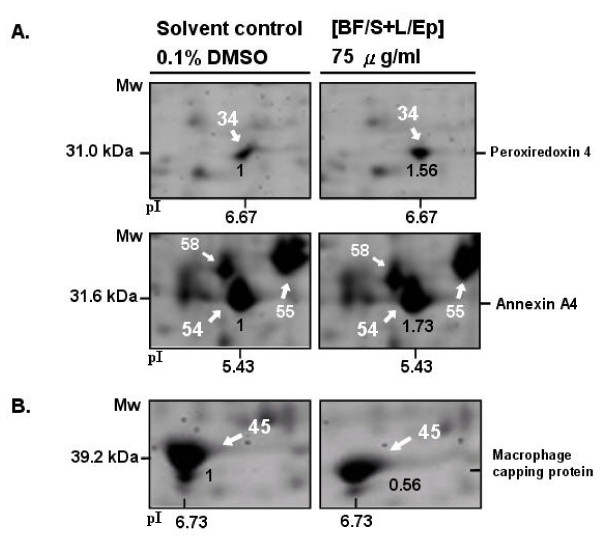
**Proteomics analyses of *E. purpurea *phytocompound effects on mouse bone-marrow derived immature dendritic cells (iBMDCs)**. Effect of *Echinacea purpurea *extract on differential protein expression in iBMDCs was evaluated by 2D gel electrophoretic analysis. 500 μg of total cell proteins from various treatments of iBMDCs were applied to pH 5-8 IPG strips. After isofocusing and 2D gel separation, SYPRO Ruby was used to stain proteins. Images on gel were analyzed using PD-Quest software. Forty-two differentially-expressed proteins were trypsin-digested *in situ*, and 23 protein spots were identified by MALDI-TOF MS, with their locations in gel assigned a number. These protein ID numbers are listed in Table 4. **A, **Up-regulated and **B, **down-regulated protein spots are reported on a representative two-dimensional gel corresponding to protein expression profile of iBMDCs. The expression ratios are shown in bold print. Gels shown here are representative of thee independent experiments.

### 5. Effect of [BF/S+L/Ep] extract on BMDC trafficking

The effect of [BF/S+L/Ep] on DC mobility was evaluated by an *in vivo *DC trafficking assay. Primary BMDCs generated by *in vitro *culture were treated with 0.1% DMSO, [BF/S+L/Ep] or LPS separately. Cells were then stained with fluorescein isothiocyanate isomer I (a green fluorescence dye) and administered to test mice via i.v. injection. After 24 h, mice were sacrificed and DC motilities *in vivo *were compared by scoring the presence and number of DCs with green fluorescence dye in tissue sections of inguinal lymph node, spleen and liver. As seen in Figure 5, DCs treated with [BF/S+L/Ep] showed a higher capacity to target lymph nodes and spleen (Figure 5-d, e) than DMSO-treated DCs (Figure 5a, b; Figure 6). In comparison, DCs stimulated by LPS showed a relatively higher capacity to target these immune tissues, particularly the spleen (Figure 5-g, h). Tissues from liver of all test mice remained negative for trafficking of DCs throughout the tested experimental period (Figure 5-c, f, i and 5l). These data indicate that the Echinacea extract can stimulate enhanced migration and mobility of DCs *in vivo*, in addition to its specific effect on the transcriptome seen *in vitro*.

**Figure 5:**
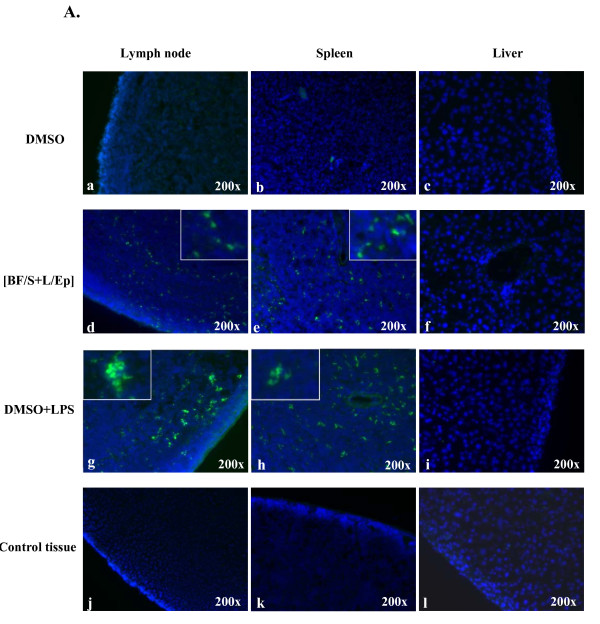
**Effects of [BF/S+L/Ep] treatment on the trafficking activity of DCs**. **A**, Two million BMDCs treated with DMSO **(a-c)**, [BF/S+L/Ep] **(d-f) **and LPS **(g-i) **were labeled with green fluorescence dye and injected into allogeneic mice. Tissues of control BALB/c mice which were injected with DCs without fluorescence dye staining did not show significant green fluorescence spots, while the auto-fluorescence background was rather low (**j-l**). After 24 h mice were sacrificed and DC mobility compared by detecting DCs with green fluorescence in peripheral lymph nodes **(a, d, g and j)**, spleen **(b, e, h and k) **and liver **(c, f, I and l)**. Insets (d, e, g and h) show digitally amplified magnifications of treated DCs exhibiting different cellular behaviors in tissue trafficking and different levels in fluorescent intensity. Samples of liver tissue were detected as negative for fluorescence staining of DCs throughout the observation period.

**Figure 6:**
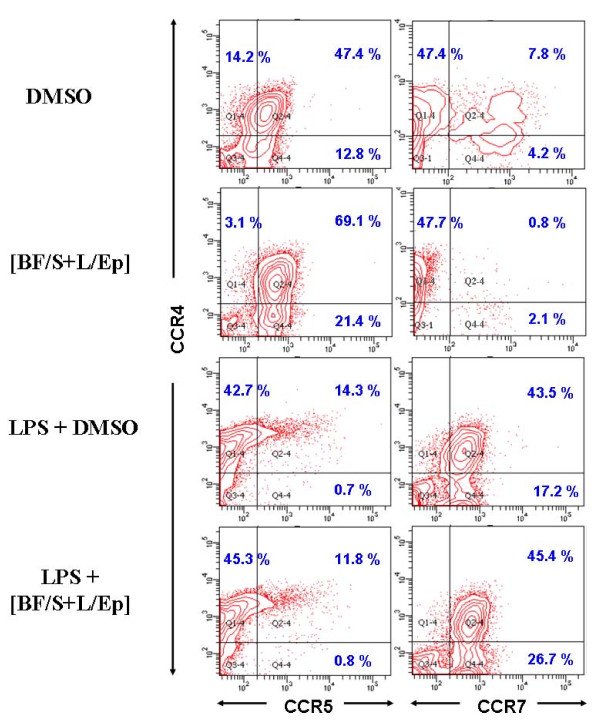
**Effect of [BF/S+L/Ep] treatment (24 h) on the expression of CCR4, CCR5 and CCR7 proteins in BMDCs treated with or without LPS stimulation**. CCR5 and CCR7 are expressed as cell surface markers on DC at distinct differentiation stages and are known to play important roles in DC mobility. CCR4^+^CCR5^+ ^and CCR4^+^CCR7^+ ^cells are considered as immature and mature DC populations, respectively. Populations of them were compared by flow cytometry analysis.

As shown in the insets of d and e in Figure 5, for [BF/S+L/Ep]-treated DCs, the individual cellular events of DC migration, are seen mainly as separated, single unit fluorescent dots in the photomicrographs of test tissues, and the fluorescence intensities are, in general, medium to low. In contrast, the cellular behavior and light intensities of the fluorescent test DCs in LPS-treated samples (Figure 5-g and 5h) are more aggregated and clumped together. In addition the colors are considerably brighter than those seen for the [BF/S+L/Ep]-treated DCs. It was also observed that under *in vitro *test conditions, the individual DCs treated with LPS became enlarged in size, and thus could apparently absorb higher levels of FITC-labeled dextran and also already tended to aggregate together, as compared to DCs treated with [BF/S+L/Ep]. These effects of LPS may also contribute to the observed results seen in trafficking experiments, where more aggregated and brighter DCs were detected in targeted tissues in LPS-treated DCs than in cells treated with [BF/S+L/Ep].

The potential effect of [BF/S+L/Ep] on key cellular physiological functions of DCs was further investigated in an *in vitro *study, where the expression of specific chemotaxis-related receptors for trafficking of DCs was analyzed by flow cytometry. BMDCs with or without LPS stimulation were treated with [BF/S+L/Ep] for 24 h and then assayed for expression of the three cell surface markers CCR4, CCR5 and CCR7 (Figure 6), which are known to play an important role in the mobility of DCs, are expressed on DCs at distinguishable differentiation stages, and are located at specific sites in different tissues [23]. Here, CCR4^+^CCR5^+ ^and CCR4^+^CCR7^+ ^dendritic cells were considered as immature and mature DC populations, respectively, as observed during their *in vivo *maturation processes. Our data show that *in vitro *treatment of DCs with [BF/S+L/Ep] significantly increases the expression level of CCR5 on immature DCs (Figure 6 but does not affect CCR5 expression on LPS-induced mature DCs. Furthermore, we have observed that our herbal extract treatment caused a suppressive effect on the "endogenous" or "non-LPS-induced" generation of mature DCs from immature DCs, as assessed by the CCR7 activity measured for DMSO-treated and [BF/S+L/Ep]-treated DCs (Figure 6). Considering our prior results obtained both *in vitro *(i.e., DC maturation, Figure 1) and *in vivo *(i.e., DC trafficking capacity, Figure 5), the data shown in Figure 6 thus confirm our current key finding that the [BF/S+L/Ep]-enhanced DC trafficking ability appears to be readily distinguishable from the LPS-induced DC mobility.

## Discussion

By using a combination of genomic and proteomic experimental approaches, we investigated the *ex vivo *effects of a candidate medicinal plant extract, [BF/S+L/Ep], on the differentiation and modulation activities of mouse BMDCs. This study extends our previous report [9,10], where human DCs were used in a similar functional genomics study. In addition to the *ex vivo *test system, this study also examined the *in vivo *effect of [BF/S+L/Ep] in experimental mice. Together, our current and previous findings on both human and mouse DCs, under *in vitro *as well as *in vivo *conditions, have provided us with a comprehensive information base for future translational research into potential clinical application of [BF/S+L/Ep] as botanical drugs or nutritional supplements. As demonstrated in Fig 2, our DNA microarray test systems and the experimental cell culture replicate samples were highly reproducible and consistent. 

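At 2-fold or more in the mean and in both same-numbered comparisons, 245 probe sets changed at 4 h or 12 h, which is 0.544% of the 45037 probe sets tested. Among them were *Ppbp*, *Dnah2*, *Wdhd1* and *Fbxo36*. By limma at an adjusted p under 0.05, 0.00444% of the probe sets passed at 4 h, 0.0200% at 12 h and 0.107% over both times. The share at 2-fold or more was 0.338% with all 4 treated to control ratios at that fold, 1.58% on the ratio of mean signals alone and 12.8% with no background filter.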

We identified that close to 0.36% of the genes from the BMDC genome are significantly affected by treatment with [BF/S+L/Ep]. These differentially expressed and responsive genes were mostly related to cell adhesion and motility, immune response, signaling molecules and specialty enzymes. Some of these genes have been previously reported to be related to functions of DCs, but a large portion are reported here for the first time.

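Of 21 gene lists fixed before the data were examined, 6 were higher in [BF/S+L/Ep]-treated DCs at 4 h, 8 at 12 h and 9 over both times by camera with a preset correlation of 0.01, and 0 were lower. No list passed (0 at each time and over both) with an estimated correlation, where the smallest adjusted p was 0.0628, and fry called 4, 8 and 8 lists, 1 of them lower (alternative activation) at 12 h and over both. The 9 lists over both times by camera with the preset correlation were targets of AhR, targets of the oxidative stress regulator NRF2, the inflammatory NF-κB response, chemokines, interferon-stimulated genes, matrix proteases and inhibitors, immediate early genes, cholesterol synthesis, and unfolded protein and amino acid stress. Adhesion molecules and the cytoskeleton were not among them. Camera looks for a shift of a list in 1 direction, so it cannot decide whether genes of a list changed both ways. Fry for changes in either direction, not adjusted over the lists, passed the 0.05 threshold for adhesion molecules at each time and over both. For the cytoskeleton it did so over both times only. Of 17 measured NRF2 targets, 1 rose over both times (6 when adjusted over the list alone): *Gclc*, which encodes the rate-limiting enzyme of glutathione synthesis (0.62, adjusted p = 0.0140 from limma). *Txnrd1*, a thioredoxin reductase gene, had 0.40 (adjusted p = 0.134) and *Srxn1*, a sulfiredoxin gene, had 0.33 (adjusted p = 0.208). The NRF2 list had an adjusted p = 9.08e-06 by camera and an adjusted p = 0.127 with an estimated correlation. The estimated correlation lay under the preset 0.01 for AhR targets (-0.0473), interferon-stimulated genes (-0.0062), matrix proteases (-0.0341) and immediate early genes (-0.0055). It was also under 0.01 for cholesterol synthesis (-0.0249) and unfolded protein stress (-0.0039). Those lists thus did not lose their calls through a higher correlation between genes, and the cause was not tested. It was higher for NRF2 targets (0.0682), inflammatory genes (0.0539) and chemokines (0.0765). With the mean over a gene's probe sets, 6, 7 and 8 lists passed, 1 of them lower (cell cycle) at 12 h and over both. *Gclc* lost its call with the moderation without the intensity trend (adjusted p = 0.498), and without DMSO 4 h replicate 1 (adjusted p = 0.109) or 2 (0.135), [BF/S+L/Ep] 4 h replicate 2 (0.0830), DMSO 12 h replicate 1 (0.0853) or 2 (0.0915) or [BF/S+L/Ep] 12 h replicate 1 (0.0959) or 2 (0.0684).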

In this study, flow cytometry analysis on a number of CD markers showed that expression of several mouse DC surface markers was not significantly affected by treatment with [BF/S+L/Ep], this finding was not consistent with our previous data for human DCs [10]. This result may suggest that specific biochemical and cellular effects of herbal extract on DC maturation may vary considerably between different mammalian species, implying that future translation of experimental findings or results from animal models into human application need to be carefully addressed and considered with multiple references.

Immature DCs migrate from the blood to other tissues where they take up and process target antigens. Such DCs then subsequently migrate to the draining lymphoid tissues, resulting in the priming of naïve T cells following antigen presentation. During their migration, DCs are known to be involved in several adhesion or cognition events. For instance, E-cadherin, which is uniquely expressed by Langerhans DCs (LCs), permits the residence of LCs in the epidermis [24]. Such antigen encounter can result in down-regulation of E-cadherin that allows LC migration out of the skin [25]. The release of collagenase by DCs can facilitate their migration through the basement membranes [26]. 

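*Cdh1*, which encodes the adhesion molecule E-cadherin, was at 537 ± 22.8 in vehicle-treated and 410.2 ± 3.25 in [BF/S+L/Ep]-treated DCs at 4 h (signal, mean ± SD, n = 2 arrays). This is a log2 fold change of -0.39 (standard error 0.21, adjusted p = 1.00 from limma). At 12 h *Cdh1* was at 398 ± 96.7 and 268 ± 46.5, a log2 fold change of -0.56 (95% interval -1.02 to -0.10, adjusted p = 0.755). Over both times it was -0.47 (adjusted p = 0.513), with an adjusted p = 0.0638 when adjusted over the list alone (33 adhesion genes). The 3 measured markers of Langerhans cells, *Cdh1* among them, had a median of -0.26 over both times, and none passed.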

Our data show that the gene expressing E-cadherin was down-regulated in DCs at both 4 h and 12 h after treatment with [BF/S+L/Ep]. Genes encoding for the cell adhesion protein integrin alpha 6 *(Itga6) *and the cell signaling protein gap junction membrane channel protein α1 *(Gja1) *were down-regulated at 4 h and 12 h post treatment, respectively. Moreover, expression of specific collagenases and proteases, such as *Mmp-8 *(Table 2), *Mmp-2*, and *Mmp-14*, and the macrophage elastase *Mmp-12 *(data not shown in Table 2 and 3, due to relatively low level slightly lower than 2 fold in fold change) were appearently up-regulated after 12 h of treatment. 

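*Itga6*, the integrin chain that binds laminin, was at 368 ± 74.1 in the vehicle control and 312 ± 96.4 after [BF/S+L/Ep] at 4 h (signal, mean ± SD, n = 2 arrays, log2 fold change -0.26, standard error 0.26, adjusted p = 1.00 from limma). At its probe set with the largest fall, both groups were under the background reference. At 12 h it was at 426 ± 11.2 and 281 ± 68.5 (adjusted p = 0.808). The connexin gene *Gja1* was at 461 ± 29.3 and 228 ± 24.5 at 12 h (log2 fold change -1.02, standard error 0.26, adjusted p = 0.449, and an adjusted p = 0.0586 when adjusted over the list alone). At 4 h *Gja1* was at 175 ± 23.2 and 142 ± 21.6 (log2 fold change -0.30). Neither gene passed the test at either time.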

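*Mmp8* rose at 12 h from 2839 ± 139 in the vehicle control to 6198 ± 315 in [BF/S+L/Ep]-treated DCs (signal, mean ± SD, n = 2 arrays, log2 fold change 1.13, standard error 0.10, adjusted p = 0.00125 from limma). *Mmp14*, a membrane-bound metalloproteinase gene, was at 2599.8 ± 40.0 and 3869 ± 214 (log2 fold change 0.57, standard error 0.12, adjusted p = 0.215). The gelatinase gene *Mmp2* was at 290.2 ± 16.0 and 347 ± 3.61 (adjusted p = 0.927), and the elastase gene *Mmp12* at 31913 ± 702 and 34395 ± 156 (adjusted p = 0.938). Of 23 measured matrix proteases and inhibitors, *Mmp8* was the 1 that rose at 12 h, 0 fell, and 3 were higher when adjusted over the list alone (*Mmp8*, *Serpinb2* and *Mmp14*). The list passed camera at each time and over both (adjusted p = 0.0282 at 4 h, 0.0141 at 12 h and 0.00570 over both), but not with an estimated correlation (adjusted p = 0.155, 0.141 and 0.127 with an estimated correlation). The call of the list at 4 h was lost without DMSO 4 h replicate 1 (adjusted p = 0.127) or 2 (0.0590) or [BF/S+L/Ep] 4 h replicate 2 (0.219), and at 12 h without DMSO 12 h replicate 1 (0.0615) or [BF/S+L/Ep] 12 h replicate 2 (0.0507). *Mmp8* lost its call at 12 h with the moderation without the intensity trend (adjusted p = 0.353), and without [BF/S+L/Ep] 12 h replicate 2 (adjusted p = 0.0667).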

Taking these results together, and in conjunction with the *in vivo *trafficking assay data (Figure 5), we suggest that [BF/S+L/Ep] phytoextract can confer a modulatory effect on cell mobility of mouse BMDCs. In future studies it will be important and interesting to determine whether such an *in vivo *effect is also observed for human DCs, and thus for potential clinical application.

In general, various major inflammatory and immunomodulatory cytokines such as IL-1, TNF-α, IFNγ, IL-4, IL-5, IL-6, IL-13, and IL-17, which are readily induced by injury or infection, are known to stimulate the production of a spectrum of different chemokines though mediation via their respective receptors [27-29]. For instance, it is known that mice deficient in CCR2, the only known CCL2 receptor, have impaired Th_1 _responses [30], owing to a reduction of monocyte trafficking to the sites of inflammation [31]. In this study we show that a number of immune-related genes were up-regulated after 4 h and 12 h treatment of [BF/S+L/Ep]. These include genes encoding angiomotin (*Amot*), which is involved in cell movement and embryogenesis [32], chemokine (C-X-C motif) ligand 2 (*Cxcl5*), pro-platelet basic protein (*Cxcl7*), involved in chemokine activity and leukocyte transendothelial migration [33], immunoresponsive gene 1 (*Irg1*) and cytotoxic T-lymphocyte-associated protein 4 (*Ctla4*). These results suggest that [BF/S+L/Ep] may modify the chemotactic behavior of mouse DCs. 

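Over both times, 3 of 24 chemokine genes rose in [BF/S+L/Ep]-treated DCs and 0 fell at an adjusted p under 0.05 from limma (5 higher when adjusted over the list alone). They were *Ppbp*, *Cxcl3* (log2 fold change 1.01, standard error 0.10, adjusted p = 0.00108) and *Cxcl2* (log2 fold change 0.84, standard error 0.09, adjusted p = 0.00194), whose products bind the receptor CXCR2 of neutrophils. *Cxcl13*, a chemokine gene outside the list whose product attracts B cells, rose as well and was named after its values were seen (log2 fold change 0.75, standard error 0.10, adjusted p = 0.0112), at the brighter of its 2 probe sets, while the other had 0.57 (adjusted p = 0.353). Its call was lost with the moderation without the intensity trend (adjusted p = 0.462), and without DMSO 4 h replicate 1 (adjusted p = 0.0695) or 2 (0.0855), DMSO 12 h replicate 1 (0.0853) or 2 (0.0683) or [BF/S+L/Ep] 12 h replicate 1 (0.0755). *Cxcl2* was at 1094 ± 87.0 in the vehicle control and 1849.8 ± 87.9 after treatment at 4 h (signal, mean ± SD, n = 2 arrays, adjusted p = 0.118) and rose from 4348 ± 205 to 8281 ± 1246 at 12 h (log2 fold change 0.92, standard error 0.12, adjusted p = 0.0276). *Cxcl5* did not pass over both times (adjusted p = 0.228, and 0.00489 when adjusted over the list alone), with both groups under the background reference at 4 h. *Cxcl10*, a chemokine that attracts T cells, had 0.59 at 12 h (adjusted p = 0.658). Of the 24 genes, 12 had a positive and 12 a negative change over both times, with a median of 0.01 (-0.01 with groups under the background reference set to it). The list passed camera at 4 h (adjusted p = 0.00265) and over both times (adjusted p = 0.0282), not at 12 h (adjusted p = 0.243), and had adjusted p = 0.223 and 0.347 with an estimated correlation. The call of the list over both times was lost without DMSO 4 h replicate 1 (adjusted p = 0.0948), [BF/S+L/Ep] 4 h replicate 1 (0.200), DMSO 12 h replicate 1 (0.0615) or 2 (0.0542) or [BF/S+L/Ep] 12 h replicate 1 (0.1202) or 2 (0.0764), and at 4 h without DMSO (0.0797) or [BF/S+L/Ep] (0.178) 4 h replicate 1, or with fry (0.0554). *Cxcl2* lost its call at 12 h with the moderation without the intensity trend (adjusted p = 0.566), an offset of 50 (0.0662) and only the 4 arrays of that time (0.117), and without DMSO 4 h replicate 1 (adjusted p = 0.100) or 2 (0.104), DMSO 12 h replicate 1 (0.234) or 2 (0.284) or [BF/S+L/Ep] 12 h replicate 1 (0.247) or 2 (0.0903). From the immune-related genes that it lists, *Cxcl7* among them, the paper proposes that the extract may change the chemotactic behavior of DCs.

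**Figure D2:**
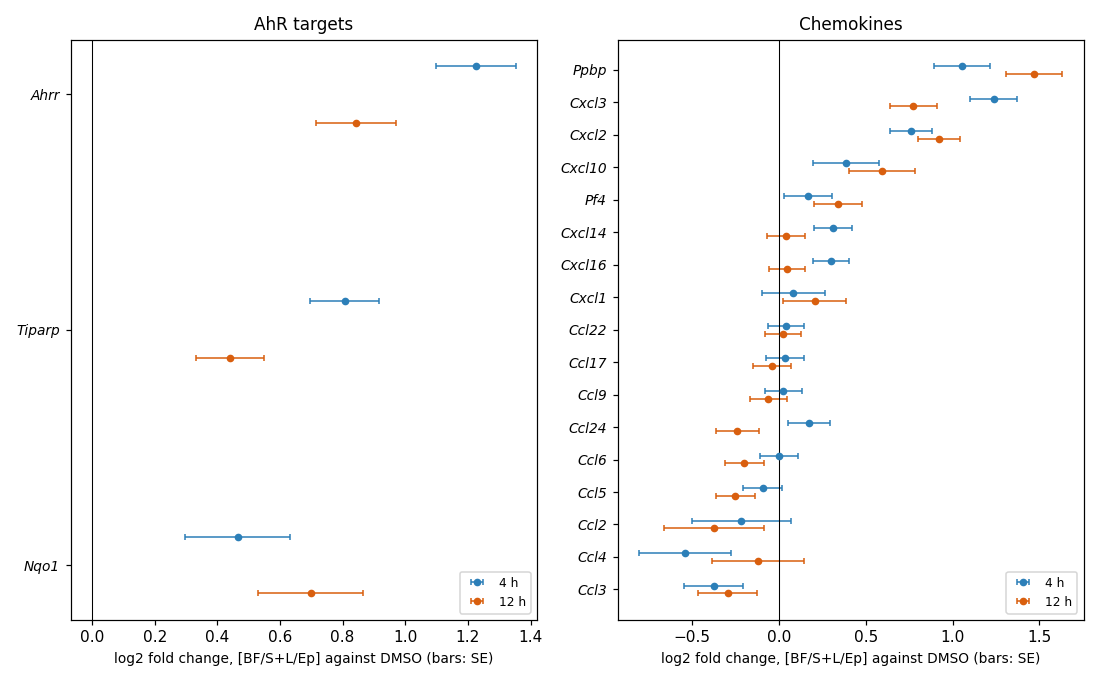
Log2 fold change of [BF/S+L/Ep] over DMSO (bars show the standard error) at 4 h and 12 h for 3 AhR targets and 17 chemokine genes above the background reference on all 8 arrays. *Ppbp* has the largest value among the chemokines at 12 h, at 1.47.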

Since some responsive chemokines such as CXCL5 and CXCL7, which we detected here in test DCs, are currently not well defined in terms of cellular function and biochemistry, further studies are needed to examine how [BF/S+L/Ep] can exert an effect on the secretion of these chemokines and to find out whether these chemokines do play a role in the chemoattraction and trafficking of treated DCs in the mouse system. On the other hand, our in vitro study did allow us to show that phenotypic expression of chemotaxis-related receptor proteins, including CCR5 and CCR7, can be significantly regulated in test mouse DCs treated with [BF/S+L/Ep] (Figure 6). Whether or not specific chemotaxis-related receptors, such as CCR5, can mechanistically modulate the [BF/S+L/Ep]-enhanced DC mobility will also require further investigations. Unlike our previous findings on human DCs [9], [BF/S+L/Ep] treatment had a readily distinguishable and a slower level effect on the expression of immune-related genes in mouse BMDCs. These results again suggest, like the effects observed for cell surface marker proteins, the immunomodulatory effects of phytocompounds from *Echinacea *extracts apparently could also differ substantially between humans and mice.

It is well known that DCs are the principal antigen presenting cells (APCs) for T-cell priming [34]. It is important to note, however, that DCs are also involved in the induction of central and peripheral tolerance [35]. One protein, called cytotoxic T lymphocyte-associated antigen 4 (CTLA-4), is known as an immunomodulatory membrane molecule. By decreasing T-cell responsiveness and raising the threshold for T-cell activation, CTLA-4 plays a critical role in the maintenance of peripheral T-cell tolerance [36,37]. 

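*Ctla4*, which encodes an inhibitory receptor known from T cells, gave signals of 5.50 ± 2.83 in vehicle-treated and 57.1 ± 0.0707 in [BF/S+L/Ep]-treated DCs at 12 h (mean ± SD, n = 2 arrays). Both lie under the background reference of their arrays, so no fold is given, and the comparison did not pass (adjusted p = 0.663 from limma). At 4 h the signals were 47.9 ± 36.6 and 35.0 ± 29.1. Of the 6 measured markers of T and NK cells, 0 rose or fell over both times, with a median log2 fold change of -0.09.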

Here, we found that the expression of *Ctla4 *was drastically up-regulated in DCs after 12 h of treatment with [BF/S+L/Ep]. Whether the CTLA-4 signaling system for DCs were also affected by our test phyto-compound and could in turn further affect T cell or other DC associated immunities would need to be further analyzed in future studies.

In human DCs, we showed that [BF/S+L/Ep] can effect the expression of specific cytoskeleton proteins, including macrophage-capping protein, cofilin, profilin, F-actin capping protein β subunit, and laminin A/C [10]. In the present study using mouse DC cells, our 2D gel electrophoretic analyses on DC proteins revealed that expression of several cytoskeleton-related proteins, such as alpha-actin-2 and F-actin capping protein alpha and macrophage capping protein, were also altered by [BF/S+L/Ep]. These results together suggest that Ep phytocompound extract modulates specific cytoskeleton functions, which are known to play a role in testing DCs to specific immune processes. A group of specific proteins, such as annexin A4, which can reversibly modify various membrane properties (e.g., fluidity and permeability), anchoring of cytoskeletal elements, aggregation of vesicles, and the regulation of ion conductance [38], and peroxiredoxin 4, which exhibits thioredoxin-dependent peroxidase activity and regulates the activation of the transcription factor NF-κB [39], were up-regulated in mouse DCs after treatment with [BF/S+L/Ep] (Figure 4B). These results suggest again that [BF/S+L/Ep] may affect the cell mobility and NF-κB signaling of BMDCs. Moreover, expression of several cellular metabolism-related proteins, including vimentin, proliferin-1 precursor-1, -2, -3, phenylalanyl-tRNA synthetase, phosphoglycerate mutase 1, cathepsin S, nucleoside diphosphate kinase and alpha-enolase were also affecteded by [BF/S+L/Ep] treatment (Table 4). Whether these changes are functionally related to specific cellular and molecular activities of mouse DCs needs to be further investigated.

Previous studies have demonstrated that specific alkylamides of *E. purpurea *can effectively stimulate macrophage function in healthy rats or RAW 264.7 cells [40,41]. In addition, specific *in vitro *effects of *Echinacea *extract and several of its phytochemical components on NF-κB expression in Jurkat cells (a human T-cell line) have been reported [42]. Recently we reported that phytocompounds from *E. purpurea *extracts could affect specific cell-surface marker expressions and cytoskeleton rearrangement in treated human DCs [9,10]. These findings suggest that a spectrum of specific immunomodulatory effects in DCs can be modulated by phytochemicals from *E. purpurea *at the cellular level. It is interesting to find that in this study, although the specific groups of responsive RNA transcripts and proteins seem to differ substantially from the results obtained from our previous studies on human DCs, the end result in terms of cellular functions seems to suggest that many of them, such as cytoskeleton-associated gene or protein expression can in fact be quite similar, and this provides valuable correlated information for future evaluations of the various molecular mechanisms of these effects. The *in vivo *DC trafficking results obtained in this study may further suggest the importance of the mobility and cytoskeletal components of the differentially expressed transcriptome for future evaluation of pharmaco-genomics activities in a mouse DC system *in vivo*. Besides, we believe that our current transient labeling system for DCs may provide future application to translational research on phytochemical or herbal medicinal effect on DCs.

## Conclusion

In this study, data obtained from both *in vitro *transcriptomic analyses and *in vivo *DC trafficking assays suggested that [BF/S+L/Ep] treatment can affect DC mobility. The effects of this bioactive herbal extract on expression of cytoskeleton-related RNA transcripts as well as on differential protein expressions related to cell adherence and other DC functions add complementary and supportive information to our previous studies on human DCs [9,10]. Taken together, our research shows that this candidate herbal medicine may cause drastic modulatory effects on specific immune cells (DCs) by regulating key cellular behaviors. In addition, bioinformatics studies from this and our previous study [10] have revealed a group of candidate target molecules and signaling networks, for example the JNK, PP2C-α, AKT and MAPKAPK pathways, that we believe warrant future systematic studies as key targets for immunomodulatory phytomedicines, via mediation with dendritic cells.

## Methods

### Plant materials and plant extract preparations and fractionations

*Echinacea purpurea *plants grown to the flowering stages were harvested from a reputable organic farm in Puli, Nantou County, Taiwan as previously described [9]. Stem and leaf tissues of fresh plants were extracted at room temperature by imbibition in 70% aqueous ethanol for 35 days, mimicking a traditional Chinese medicine (TCM) preparation protocol. The final 70% ethanol-soluble fraction was dried under vacuum, re-suspended and dissolved in 1 liter of water and then successively partitioned with ethyl acetate (1 L × 3 times) and *n*-butanol (1 L × 3 times) to yield three subfractions designated as the EA, BuOH and water (H_2_O) fractions of the (S+L) extract [10,43]. The percentage yield for the BuOH fraction of the stem and leaf tissue extract [BF/S+L/Ep] was 7.23% of the 70% ethanol extracts by dry weight.

### Culture of DCs from bone marrow

DCs were generated by using the method described by Inaba *et al*. [44]. Six-week-old female BALB/c (H-2Kd, I-Ad) mice were purchased from the National Laboratory Animal Center and kept under specific pathogen free (SPF) conditions. Femurs and tibiae were removed after euthanasia and the bone marrow was flushed with RPMI-1640 medium using a syringe with a 0.45-mm needle. Red blood cells in suspension were lysed with ACK lysing buffer (150 mM NH_4_Cl, 1.0 mM KHCO_3_, 0.1 mM EDTA) for 5 min. Bone marrow cells were suspended at concentration of 1×10^7^cells/30 ml complete media (CM, RPMI-1640 supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 1% of nonessential amino acids and 100 U/mL penicillin and 100 μg/mL streptomycin). Test cells were cultured for up to 9 days with 1000 U/mL of GM-CSF at 37°C, 5% CO_2_. On day 3, two-thirds of the medium was removed and 30 mL fresh medium with GM-CSF was added to the cells. On day 6, culture plates were gently swirled and the floating and loosely adherent cells were discarded. Aliquots of 75% of culture media were replaced with fresh culture medium with GM-CSF. On day 9, non-adherent cells were collected and used as the immature DC population for subsequent tests and analyses.

### Treatment of DCs with E. purpurea extract

[BF/S+L/Ep] was dissolved in 100% pure and endotoxin-free dimethyl sulfoxide (DMSO). The working concentrations of each extract sample were prepared by serial dilutions to 75 μg/mL. This dosage for stimulation of DCs was chosen based on our results obtained by MTT assay: treatment of test cells with [BF/S+L/Ep] at 0, 25, 50, 75, 100, 500 μg/ml resulted in a cell viability, on average, of 100%, 102%, 107%, 104%, 99% and 73%, respectively, as compared to the vehicle control (data not shown). Treatment at 100 μg/ml [BF/S+L/Ep] might cause some limited cytotoxicity, whereas the dosage of 75 μg/ml does not result in any cytotoxic effects. The final DMSO concentration reached 0.1% in each DC culture. An aliquot of a 0.1% DMSO solution in medium only was thus used as a vehicle (negative) control. LPS from *Escherichia coli *(serotype 055:B5) was purchased from Sigma (St. Louis, MO) and used for cell activation or quality control at 1 μg/mL.

### Flow cytometric analysis

All cell samples were stained using a direct immunofluorescence staining method. For each step of the staining, 2 × 10^5 ^cells were treated with specific antibodies for 30 min at 4°C in 45 μL of phosphate-buffered saline (PBS) containing 2% bovine serum albumin (BSA). Test cells of each experimental group were first incubated with purified anti-CD16/CD32 antibody (mouse IgG2a, 93) for 10 minutes on ice. Fluorescein isothiocyanate (FITC)- or phycoerythin (PE)-labeled monoclonal antibodies were then used for staining of MHC class II (I-Ab, mouse IgG2a, 2G9), CCR4 (mouse IgG, 2G12), CCR5 (mouse IgG, HM-CCR5), CCR7 (mouse IgG2a, 4B12), CD40 (mouse IgG, HM40-3), CD80 (mouse IgM, 16-10A1), CD86 (mouse IgG, GL-1) and CD11c (mouse IgG, N418) on test cells. All antibodies were purchased from Biolegend (San Diego, CA). After cell samples were incubated with test antibody at 4°C for 40 min, cells were washed twice with PBS and fixed with 1% paraformaldehyde. Test cells were then analyzed in a Coulter EPICS XL flow cytometer (Beckman/Coulter).

### DNA microarray analysis for gene expression

Total RNA was isolated using TRIzol (Invitrogen) according to the manufacturer's instruction and used to generate cRNA targets. A total of 7 μg of RNA from each sample was used to synthesize the first strand cDNA using T_7_-Oligo (dT) primer and T7 RNA polymerase by *in vitro *transcription (IVT) reaction. The biotinylated cRNA products were then cleaned up according to the Affymetrix protocol. An aliquot of 15 μg of RNA per sample was then hybridized to a Affymetrix gene chip, the mouse Genome 430 2.0 array, containing 45,101 probesets and variants from over 34,000 well-characterized mouse genes, using a standard protocol suggested by the Affymetrix menu. Images of the array signals were collected on Affymetrix scanners. A total of 8 hybridizations were performed for immature DCs, while each time point and treatment was analyzed in duplicates on separate chips. Standard Pearson correlation coefficients were used to determine the consistency of gene expression in each replicate Affymetrix array.

$$\text{Pearson correlation value}=\frac{\sum \left(x-\bar{x})(y-\bar{y}\right)}{\sqrt{\sum {\left(x-\bar{x}\right)}^{2}\sum {\left(y-\bar{y}\right)}^{2}}}$$

Data was analyzed using Spotfire software, which includes algorithms that determine whether a gene is absent or present and whether the expression level of a gene in an experimental sample is significantly increased or decreased relative to a control sample. Changes in expression levels are presented as averages of log_2 _(BF/S+L/Ep treatment)/(DMSO treatment). The microarray data have been deposited to the Gene Expression Omnibus database at NCBI (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) under the accession number GSE19369.

### 2-D gel electrophoresis and image analysis

Total cellular proteins of immature dendritic cells were prepared using 0.3 mL of sample buffer [7 M urea (Bio-Rad), 2 M thiourea, 4% CHAPS (Sigma), 10% 1,4-dithioerythitol (Merck, Frankfurt, Germany), 2% Phamalyte 3-10] by vortexing for 1 h and then collecting the protein supernatants by 55,000 RPM and for 1 h. Protein concentration was determined by using a protein assay kit (Bio-Rad, Hercules, CA). 2-D gel electrophoresis was carried out using the Bio-Rad Protean IEF cell and Protean electrophoresis cell system as described previously [10,45] with modifications. Digitalized gel images were analyzed with 2-D analysis software (PD Quest, Bio-Rad) as previously described [10]. The image with the highest number of spots was selected as the master gel. Automatically detected images of protein spots in test gels were then manually edited to include the low intensity spots and correct for spot artifacts. For the match set containing images with pI 5-8, the spot volume (intensity integrated over the spot area) was normalized by the volume of total spots in the gel. The data was then exported to Microsoft Excel.

### Protein identification by MALDI-TOF-MS

Protein identification was performed as described previously [10]. Briefly, each gel slice was cut into small pieces with a scalpel. Reduction was achieved with 10 mM DTT at 57°C for 1 h. Alkylation reaction was performed with 55 mM iodoacetamide for 1 h at room temperature in the dark. Gel spots were then washed for 10 min alternately with 25 mM NH_4_HCO_3 _and acetonitrile. Gel pieces were completely dried using a Speed Vac. The dried gel pieces were then immersed in three volumes of trypsin solution (V5111; Promega, Madison, WI), at 20 ng/mL in 25 mM NH_4_HCO_3 _(freshly diluted). In-gel digestion was performed at 37°C overnight. The tryptic peptides were extracted from test gel pieces in 5 mL of 70% acetonitrile 5% HCOOH by sonication. The supernatant was dried under a Speed Vac and 6 μL of 1% HCOOH was then added to each test sample. Protein identification using MALDI-Q-TOF-MS analysis was performed by the Proteomics Core Facility of the Institute of Biological Chemistry, Academia Sinica, Taiwan [10]. The MS data with monoisotopic peptide masses were searched against the NCBI protein database using the MASCOT search engine (Matrix Science, London, UK).

### DC trafficking in vivo

To analyze the migration of *ex-vivo *cultured DCs under *in vivo *experimental conditions in test mice, 1 × 10^6 ^cultured DCs were labeled with fluorescein isothiocyanate isomer I (See Figure 5; green fluorescence dye) at 300 μg/mL at 37°C for 20 min, cells were then washed three times with PBS and subsequently injected into the tail vein of syngeneic BALB/c mice. Fresh lymph node (LN), spleen and liver tissues were harvested and frozen tissue sections of 12 μm in thickness were mounted on precleaned microscope slides (Superfrost/Plus; Fisher Scientific, Pittsburgh, PA), and stored at -80°C. To retain the fluorescent signal, the tissue sections were pretreated with 4% paraformaldehyde at room temperature. Tissue sections were first incubated with blocking solution (2% fetal calf serum in PBS) for 10 min. Nuclear staining was then performed with 4,6-diamidino-2-phenylindole (DAPI) and followed by washing with 1 × PBS (2 × 5 min each). Tissue sections were then mounted with 50% glycerol in H_2_O with coverslips. Fluorescence microscopy evaluation of immunostained frozen sections was performed using a Zeiss Axiovert 200 M microscope (Carl Zeiss, Heidelberg, Germany). Microscopy photos and images were captured with a digital camera (Orca ER; Hamamatsu) and processed using Axiovision 4.6.3 (Carl Zeiss). The number of individually florescent spot as test cells was then scored for comparative analysis and the data was exported to Microsoft Excel.

### Pathway analysis of representative genes involved in/associated with effects of [BF/S+L/Ep] on BMDCs

Using a Web-based entry tool developed by Ingenuity Systems [46], findings presented in peer-reviewed scientific publications were systematically encoded into ontology by content and modeling experts. A molecular network of direct physical, transcriptional and enzymatic interactions was observed between mammalian orthologs. For a better understanding of the temporal response of gene expression in the immune system, we constructed a prototypical cell showing the possible candidate signaling pathways, containing 35 genes (> 2-fold change) responding to treatment with [BF/S+L/Ep]. The candidate genes of interest also were keyed into TRANSPATH professional database, version 7.1, (Biobase Biological Databases GmbH, Germany) to identify possible target molecules and signaling pathways, using four hierarchical levels of regulation [9,10].

## Authors' contributions

SYY served as the key experimenter and author of the draft manuscript. WHW and KA provided useful revision and reorganization of the manuscript. BXW helped the *in vivo *DC trafficking experiments. HMW helped and introduced bioinformatics analyses on DNA microarray data as a team. NSY is PI and principal author of the manuscript. All authors read and approved the final manuscript

How the deposited data were processed for this re-analysis (not part of the article)

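Mouse BMDCs were treated for 4 h or 12 h with 75 μg/mL [BF/S+L/Ep] or with 0.1% DMSO, and RNA of each time and treatment was hybridized to 2 Affymetrix mouse whole-genome arrays, 8 arrays in 4 groups. The intensity values used are those the authors deposited: MAS5 signals, made by the authors from the scanned arrays, 1 per probe set and array on the linear scale. The version of MAS5 is not given in the sources used here. The trimmed mean of each array, with 2% taken off each end, was 500. Detection calls were not used here. Probe sets were joined to gene symbols by the annotation that comes with the series: of 45037 probe sets tested, 34945 have 1 symbol (18193 genes), 932 have several and 9160 have none. Of the probe sets with 1 symbol, 34741 have an Entrez ID in the RefSeq table used. Control probe sets (64 of 45101) were left out.

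The background reference of an array is the 95th percentile of 83 probe sets for olfactory, vomeronasal and taste receptors. The median signal of all probe sets lay between 86.4 and 103.7, and the highest signals between 63008 and 72771. Of all probe sets, 23561 were above the reference on at least 4 arrays and 26581 on at least 2. A group is called under the reference when both of its arrays are under their own. A fold with 1 group under the reference is given as a bound against the reference, and no fold is given with both groups under it.

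Log2 signals of all 8 arrays were fitted with the means of the 4 groups in limma 3.58.1 (R 4.3.3, statmod 1.5.0). The spread was moderated with an intensity trend (residual degrees of freedom 4, prior degrees of freedom 8.833). The contrasts were treatment at 4 h, treatment at 12 h, their average, their difference, and 12 h against 4 h in DMSO. All tests were two-sided, with Benjamini-Hochberg adjustment over the 45037 probe sets and a threshold of 0.05, and intervals are 95% intervals. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A probe set was counted as changed 2-fold when it was above the background reference on at least 4 arrays, and when the ratio of the means and both ratios of same-numbered arrays reached 2 (or 0.5). The paper asks for a 2-fold change in 2 independent experiments, and no source used here says which treated and control arrays belong to the same experiment, so same-numbered arrays were compared for these counts and not treated as pairs in the test.

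The genes named were set by a rule before the data were examined. For each treatment contrast it takes the 10 largest rises and the 10 largest falls among probe sets with an adjusted p under 0.05, 1 symbol, signals above the reference on both arrays of the higher group (for the average, on at least 3 of the 4), and every treated array beyond every control array of the same time, with 1 probe set per gene. Where under 5 passed the adjusted p, it takes the 5 with the smallest p and says that they failed. It also takes every gene the paper names on the arrays, in Tables 2 to 4, and in Figures 1 and 6, whose printed values had been seen, and the 4 members of each gene list with the smallest p. For genes of the paper and of the lists, the brightest probe set is the main value.

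The 21 gene lists, written from general knowledge before the data were examined, were AhR targets, NRF2 targets, the inflammatory NF-κB response, chemokines, chemokine receptors, interferon-stimulated genes, DC maturation, MHC class II presentation, adhesion molecules, the cytoskeleton, matrix proteases and inhibitors, immediate early genes, cholesterol synthesis, lipid loading, unfolded protein stress, heat shock, hypoxia and glycolysis, cell cycle, p53 targets, alternative activation and the mRNAs of the proteins in Table 4. Each was tested with camera (preset correlation 0.01) over 12022 genes above the reference on at least 2 arrays, and with an estimated correlation and fry as alternatives, adjusted over the lists and the 3 treatment contrasts. The 13 lists of cell type markers were macrophage, neutrophil, platelet, erythroid, B cell, T and NK cell, plasmacytoid DC, mast cell, eosinophil, stromal cell, osteoclast, Langerhans cell and conventional DC, of which the genes above the reference on at least 4 arrays were used.

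Alternatives were quantile normalization, centring of each array on its median, an offset of 50, filters on dim probe sets, moderation without the trend or with robust moderation, the replicate number as a block, only the 4 arrays of a time, and each array left out in turn. For the 2-fold counts they were no background filter, the ratio of means alone, all 4 treated to control ratios, the coefficient of variation over 0.4 that the paper states, genes in place of probe sets, and 1.5, 3 and 4 as the fold. The fit was tested on simulated data, drawn from the means of the arrays and the spread at each intensity, with known changes added to 200 probe sets. The simulated spread follows the signal, as moderation with the intensity trend assumes. The simulated calls therefore do not test whether that trend holds for the real arrays. With the changes put in probe sets above the reference on at least 4 arrays, 5 of 72 calls were false at 4 h, 2 of 76 at 12 h and 4 of 116 over both times. With the changes put among all probe sets, 5 of 41 calls were false at 4 h, 2 of 35 at 12 h and 5 of 61 over both times, and it found 13.4% and 11.9% of 2-fold changes at 4 h and 12 h and 22.4% over both times. Some genes that the paper names, *Cd38* among them, and the cytometry, gels and cell counts were not analysed here.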

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

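The explanations weighed in this part and the values that would argue for or against each were set before the results of the tests were seen. With 2 arrays per group, no test for an array far from its group was run.

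A pair of signals lies in data that the paper does not discuss. Between 4 h and 12 h in DMSO, 948 probe sets passed (533 higher, 415 lower at 12 h). The balance turned to 215 higher and 290 lower with each array centred on its median, and to 178 and 179 without DMSO 12 h replicate 1 and 161 and 180 without DMSO 12 h replicate 2, and the totals were 368 and 310 without DMSO 4 h replicate 1 or 2. Among the genes called after [BF/S+L/Ep], 30 are not discussed in the paper: *Car2*, *Cd244a*, *Clec4e*, *Cnpy2*, *Cpt1a*, *Cxcl13*, *Cxcl3*, *Depdc7*, *Ear3*, *Ehd1*, *Fam43a*, *Gclc*, *Gpnmb*, *Gpr84*, *Ier3*, *Il6st*, *Itprid2*, *Klf4*, *Notch1*, *P2rx5*, *Plet1*, *Retnla*, *Rsad2*, *Sgpp1*, *Stap1*, *Tbc1d8*, *Tiparp*, *Tma16*, *Tnfaip2* and *Usp18*. Of these, the rule for naming gives log2 fold changes over both times of 1.0683 for *Cd244a*, 1.0873 for *Tiparp* (at its probe set with the largest rise), 1.0051 for *Cxcl3* and 1.0004 for *Plet1*. It gives -0.7883 for *Cpt1a*, -0.7467 for *Cnpy2* (adjusted p = 0.0183), -0.6544 for *Klf4*, -0.5817 for the ribonuclease gene *Ear3* (adjusted p = 0.0168) and -0.4998 for *Sgpp1*, which encodes a phosphatase of sphingosine 1-phosphate (adjusted p = 0.0344). At a single time it gives 1.2358 for *Cxcl3* at 4 h, and 1.5953 for *Plet1* and -0.8782 for *Retnla* at 12 h. By the same rule *Clec4e*, *Gclc*, *Ier3*, *Rsad2* and *Usp18* are named as members of a gene list with the smallest p. The other genes of the 30 were named after their values were seen. *Cnpy2*, *Ear3* and *Sgpp1* lost their calls with the array median centred (adjusted p = 0.124, 0.102 and 0.204), and *Sgpp1* also with robust moderation (0.0570). Without 1 array, *Cnpy2* lost its call without DMSO 4 h replicate 1 (adjusted p = 0.0945) or 2 (0.226), [BF/S+L/Ep] 4 h replicate 2 (0.0876), DMSO 12 h replicate 1 (0.0675) or 2 (0.135) or [BF/S+L/Ep] 12 h replicate 1 (0.0755) or 2 (0.142), and *Ear3* without DMSO 4 h replicate 1 (adjusted p = 0.0945) or 2 (0.226), [BF/S+L/Ep] 4 h replicate 2 (0.0754), DMSO 12 h replicate 1 (0.149) or [BF/S+L/Ep] 12 h replicate 1 (0.0936) or 2 (0.137). *Sgpp1* lost its call without DMSO 4 h replicate 1 (adjusted p = 0.187) or 2 (0.279), [BF/S+L/Ep] 4 h replicate 1 (0.0792) or 2 (0.126), DMSO 12 h replicate 1 (0.239) or 2 (0.0646) or [BF/S+L/Ep] 12 h replicate 1 (0.118) or 2 (0.220). The averaged call of *Plet1* was lost without DMSO 4 h replicate 1 (adjusted p = 0.101) or 2 (0.158), [BF/S+L/Ep] 4 h replicate 2 (0.101), DMSO 12 h replicate 1 (0.0972) or 2 (0.0826) or [BF/S+L/Ep] 12 h replicate 2 (0.0695), and that of *Tiparp* at its probe set with the largest rise without DMSO 4 h replicate 1 (adjusted p = 0.0918) or 2 (0.0791), [BF/S+L/Ep] 4 h replicate 2 (0.0718), DMSO 12 h replicate 2 (0.0646) or [BF/S+L/Ep] 12 h replicate 1 (0.0555) or 2 (0.0908).

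At 2-fold or more, many dim probe sets differ between [BF/S+L/Ep] and DMSO. Among 21476 probe sets above the background reference on under 4 arrays, 1992 had all 4 treated to control ratios at 2-fold or more at 4 h, and 1890 at 12 h. Splits of the same 4 arrays that put a treated with a control array on each side gave 2024 and 1965 at 4 h and 1897 and 1983 at 12 h, so the spread of dim signals alone gives as many, the real split being 0.98419 times the highest mixed split at 4 h and 0.953 times at 12 h. Among the 23561 brighter probe sets the real split gave 64 at 4 h against 79 and 77, and 90 at 12 h against 68 and 60, which is 1.32353 times the highest mixed split. At 4 h mixed splits gave more and at 12 h fewer, by less than the bound of 1.5 times, so spread and treatment cannot be told apart for these counts of bright probe sets.

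Of inflammatory genes 5 of 29, and of AhR targets 2 of 5, were higher after [BF/S+L/Ep] over both times in limma. Both lists passed camera, and neither passed with an estimated correlation (adjusted p = 0.127 and 0.0749). Array scaling alone is argued against, since 95.8333% of the 48 called probe sets passed in the same direction after quantile normalization. With each array centred on its median 64.5833% did, and the pattern was not kept for *Clec4e* (0.52, standard error 0.07, before and 0.58, standard error 0.11, after) and *Tnfaip2* (0.46, standard error 0.07, before and 0.53, standard error 0.10, after), whose calls ended as the standard error grew. Neutrophils alone do not account for it either, as the 5 neutrophil markers other than *Mmp8* had a median of -0.0814, where *Mmp8* had 0.82, and the abundant *S100a8* (mean signal 2389.96) and *Chil3* (3401.75) had -0.03 and -0.08. Open stays endotoxin in the extract, since *Tnf*, *Il1b*, *Il6*, *Il12b*, *Ccl5* and *Cd40*, which endotoxin is known to raise, had a median of 0.0073 at 4 h with 3 of 6 higher, and the effect of the extract itself, which the design varies.

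Of 18 splits of the arrays within the times, the real one gave 48 called probe sets over both times and the highest other gave 0, so 1 split, the real one, gave as many, and 18 splits are too few for a share under 0.05.

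DMSO at 12 h and at 4 h differ at more probe sets than treatment does. Array scaling is argued against as the whole account, since 93.5654% of the 948 probe sets passed in the same direction after quantile normalization (52.8481% with each array centred on its median). The chips of the times were numbered in separate blocks, with 0 chips of 1 time numbered among those of the other, so time in culture and the chips of each time as a batch cannot be told apart. Within each time the DMSO chips were numbered before the [BF/S+L/Ep] chips. Chip order was not weighed for the treatment effect, and it cannot be told apart from treatment.

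[BF/S+L/Ep] 4 h replicate 1 correlated with the DMSO 4 h arrays at 0.99729 and 0.99720 and with its own replicate at 0.99332 (Pearson, linear signals). The order turned on log2 signals (0.90463 and 0.90353 with the DMSO arrays, 0.90627 with its replicate) and by ranks (0.91447 and 0.91228, against 0.91602). [BF/S+L/Ep] 4 h replicate 2 also correlated more with the DMSO 4 h arrays (0.99593 and 0.99356, linear signals) than with replicate 1 (0.99332). For replicate 2 the order stayed on log2 signals (0.90872 and 0.90747, against 0.90627) and by ranks (0.91906 and 0.91755, against 0.91602).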

How the results depend on the processing

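The alternatives were set before the data were examined, apart from the count with the paper's filters and the probe sets that match its tables, which were chosen after seeing the values. No called value of a single gene changed sign, and the 358 sign changes counted in the alternatives were all in values that were not called. The balance of higher and lower turned in these counts. At 4 h, 2 higher and 0 lower became 0 and 3 without [BF/S+L/Ep] 4 h replicate 2, with 0 shared. Between the times in DMSO, 533 and 415 became 215 and 290 with each array centred on its median, and 178 and 179 or 161 and 180 without DMSO 12 h replicate 1 or 2. At an unadjusted p under 0.05, 7 and 2 at 12 h became 1179 and 1505 (143 and 148 with the paper's filters) and 40 and 8 over both times became 1442 and 1747. At 2-fold, 62 and 45 at 4 h became 1403 and 1798 with no background filter and 212 and 356 or 172 and 387 without [BF/S+L/Ep] 4 h replicate 1 or 2, and 60 and 81 at 12 h became 467 and 153 without DMSO 12 h replicate 1. Calls hinge on the moderation: without the intensity trend, limma called 0 probe sets at 4 h, 0 at 12 h, 0 over both times and 0 between the times in DMSO, in place of 2, 9, 48 and 948. Without it, limma takes 1 prior spread for dim and bright probe sets alike. Counts stayed within 1.5 times under quantile normalization, both filters on dim probe sets and robust moderation (2, 7, 41 and 872). What signal over background limits is seen in the dim probe sets: 46 of the 48 probe sets called over both times were above the reference on all 8 arrays, and of simulated 4-fold changes 80.3% were found among probe sets above the reference on at least 4 arrays and 42.4% among all. For the remaining shifts below, the cause was not tested unless stated.

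Each array centred on its median gave 31 probe sets over both times (30 higher, 1 lower) and 505 between the times in DMSO. An offset of 50 gave 1 at 4 h and 4 at 12 h. With only the 4 arrays of a time there were 1 and 3, with fewer degrees of freedom. The replicate number as a block, which takes same-numbered arrays as pairs, gave 4 at 4 h, 9 at 12 h, 56 over both times and 1013 between the times in DMSO. At an unadjusted p under 0.05 there were 2238 at 4 h, 2684 at 12 h, 3189 over both times, 1647 for the difference of the responses and 5567 between the times in DMSO. With the paper's filters on background and variation added, chosen after seeing the values, there were 224 at 4 h and 291 at 12 h.

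Leaving out 1 array leaves its group with 1 array, which is assumed to vary like the other groups. The ranges were 0 to 3 at 4 h (0, 1, 0 and 3 without DMSO 4 h replicate 1 or 2 or [BF/S+L/Ep] 4 h replicate 1 or 2) and 0 to 12 at 12 h (3 without DMSO 4 h replicate 1 or 2, 2 and 3 without DMSO 12 h replicate 1 or 2, 3 and 0 without [BF/S+L/Ep] 12 h replicate 1 or 2). They were 8 to 54 over both times (14 and 8 without DMSO 4 h replicate 1 or 2, 24 without [BF/S+L/Ep] 4 h replicate 2, 16 and 21 without DMSO 12 h replicate 1 or 2, 12 and 13 without [BF/S+L/Ep] 12 h replicate 1 or 2), and 0 to 1 for the difference of the responses (1 without [BF/S+L/Ep] 4 h replicate 2). Between the times in DMSO they were 310 to 1013 (368 and 310 without DMSO 4 h replicate 1 or 2, 357 and 341 without DMSO 12 h replicate 1 or 2).

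The 2-fold counts were 107 at 4 h and 141 at 12 h. They were 3201 and 3060 with no background filter, 365 and 381 on the ratio of mean signals alone, and 64 and 90 with all 4 treated to control ratios. At 1.5-fold they were 534 and 626, at 3-fold 28 and 32, and at 4-fold 14 and 14. Leave-one-out, where only 1 same-numbered comparison is left, gave 505 to 592 at 4 h and 518 to 620 at 12 h. At 4 h the counts were 592, 505, 568 and 559 without DMSO replicate 1 or 2 or [BF/S+L/Ep] replicate 1 or 2. At 12 h they were 620, 552, 518 and 565 in the same order.

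The replicate correlation was 0.90445 on log2 signals and 0.9143 by ranks for DMSO at 4 h, 0.90627 and 0.91602 for [BF/S+L/Ep] at 4 h, 0.90556 and 0.91729 for DMSO at 12 h, and 0.91174 and 0.92481 for [BF/S+L/Ep] at 12 h. The correlation of the responses at 4 h and 12 h (0.0806) was 0.0220101 over all probe sets and 0.158476 with an offset of 50, and 0.0243797 to 0.107212 in leave-one-out (0.0244 without [BF/S+L/Ep] 4 h replicate 2, 0.0430 without DMSO 12 h replicate 1). Of the gene lists, 6 passed camera at 4 h, 8 at 12 h and 9 over both times, and 0, 0 and 0 did with an estimated correlation. In leave-one-out 4 to 6, 6 to 8 and 6 to 9 did.

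Of 642 values of single genes, 56 were called. No called value changed sign in its 933 alternatives, 376 of these ended a call, 274 of them by leaving out 1 array. Calls lost were 56 without the intensity trend, 16 with median centring, 12 with the offset, 8 with robust moderation, 2 with quantile normalization, 1 with the replicate block, 0 with either filter on dim probe sets and 7 of 11 with only the 4 arrays of that time. They were 40 and 45 without DMSO 4 h replicate 1 or 2, 13 and 26 without [BF/S+L/Ep] 4 h replicate 1 or 2, 37 and 33 without DMSO 12 h replicate 1 or 2, and 39 and 41 without [BF/S+L/Ep] 12 h replicate 1 or 2.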

Differences from the paper's values

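The significant genes are compared at thresholds that differ: the paper counts p of at most 0.05 from a test it does not name, and the counts here take an adjusted p under 0.05 in limma. The paper's counts are 907 at 4 h and 1256 at 12 h in the text (985 and 1341 in Table 1), against 2 and 9 here. Of the alternatives set before the data were examined, none reaches them: quantile normalization, median centring, the offset, both filters, both moderations, the replicate block, only the arrays of that time and leave-one-out gave 0 to 4 at 4 h and 0 to 12 at 12 h, and an unadjusted p under 0.05 gave 2238 and 2684. The unadjusted p with the filters on background and variation that the paper states, chosen after seeing the values, gave 224 and 291 and does not reach them either.

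In this part a count or share reaches the paper's value when the larger of the 2 is at most 1.5 times the smaller. At 2-fold or more, with a rule on background and replicates that need not be the paper's, 62 probe sets were higher at 4 h here against the paper's 29, and 60 at 12 h against the paper's 31. Of the alternatives set before the data were examined, all 4 treated to control ratios reaches both (41 and 40), and no background filter (1403 and 1106), the ratio of mean signals (195 and 161), the coefficient of variation (56 and 52), genes in place of probe sets (53 and 50) and leave-one-out do not. Lower at 4 h were 45 here against the paper's 26, reached with all 4 ratios (23), the coefficient of variation (38) and genes (34), and not with no filter (1798), the ratio of means (170) or leave-one-out. Lower at 12 h were 81 here against the paper's 35, reached with all 4 ratios (50), and not with no filter (1954), the ratio of means (220), the coefficient of variation (71), genes (65) or leave-one-out. Table 1 of the paper gives other counts at 2-fold, 19 higher at 4 h, 21 higher at 12 h, 10 lower at 4 h and 18 lower at 12 h, and none of these alternatives reaches those.

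The share of probe sets at 2-fold or more at either time was 0.544% here against the paper's 0.36% of genes, reached with all 4 ratios (0.338%) and the coefficient of variation (0.475%), and not with no filter (12.8%), the ratio of means (1.58%) or genes (1.09%). At 1.5-fold, 534 at 4 h against the paper's 198 is reached with the coefficient of variation (263), and not with no filter (5664), the ratio of means (1555), all 4 ratios (299) or genes (416). At 12 h, 626 against the paper's 260 is reached with all 4 ratios (357) and the coefficient of variation (304), and not with no filter (5581), the ratio of means (1736) or genes (481). At 3-fold there were 28 at 4 h and 32 at 12 h against the paper's 11 and 11, and at 4-fold 14 and 14 against the paper's 5 and 6. No alternative reaches these: in the order no filter, ratio of means, all 4 ratios, coefficient of variation and genes they were 1541, 73, 19, 28 and 20, and 1453, 94, 24, 32 and 25 at 3-fold, and 892, 27, 11, 14 and 10, and 856, 42, 14, 14 and 13 at 4-fold.

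A ratio differs from the paper's when it lies on the other side of 1 or when the log2 values are further apart than the replicate SD of the gene's log2 ratio, and a bound when it is over 1.5 times the paper's fold. So *Sla* at 0.650 (SD 0.20) and *Itga6* at 0.835 (SD 0.54), both at the brightest probe set, differ from 0.5. With the same SD, *Itga6* at 0.645, the mean over its probe sets, does not. Of 53 ratios of Tables 2 and 3 that could be compared at the brightest probe set, 35 differ and 18 do not, and for 11 more no fold is given. Of the alternatives set before the data were examined, the probe set with the largest change in the paper's direction reaches 29 of the 35, the mean over a gene's probe sets reaches 1 (*Itga6*, 0.645) and the ratio of mean signals 0. The probe set with the largest change is picked by the paper's direction, so agreement is partly built in and no conclusion is drawn from the 29. At that probe set both groups were under the background reference for *Prdm10*, *Cnn3*, *Itga6*, *Shprh*, *Dnm1l* and *Nfxl1*. By the rule used here no fold would be given for these. The probe set that lies within 2% of the paper's ratio, chosen after seeing the values, reaches 28 and finds no probe set for 9 of the 64 entries, and it is the brightest probe set in 23 of 55 matched entries. Of the 29, all 4 arrays of the time were above the background reference at that probe set for *Ikbkg*, *Vcan*, *Ap3s2*, *Acpp* and *Sla*, and 3 of 4 for *Abce1* and *Atad1*. At the brightest probe set 3 of 4 arrays were above it for *Myo1d*, *Setd4* and *Cep85* and 2 of 4 for *Map9*.

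Those reached with the largest change are, with the paper's ratio first and the ratio here second, at 4 h 2.03 and 1.04 for *Ikbkg*, 2.48 and 0.910 for *Amot*, 2.1 and 1.06 for *Abce1*, 2.64 and 0.864 for *Map9*, 2.74 and 0.982 for *Ppfia1*, 6.98 and 0.787 for *Prdm10*, 0.13 and 0.989 for *Cnn3*, 0.5 and 0.835 for *Itga6*, 0.48 and 0.929 for *Atad1*, 0.45 and 0.792 for *St8sia6*, 0.27 and 0.912 for *Shprh* and 0.46 and 0.841 for *Cntrl*. At 12 h they are 2.2 and 1.22 for *Vcan*, 3.28 and 1.07 for *Phip*, 2.12 and 1.02 for *Ap3s2*, 2.03 and 0.924 for *Golim4*, 13.11 and 0.974 for *Dnm1l*, 4.64 and 0.921 for *Wdfy3*, 2.18 and 1.18 for *Acpp*, 2.15 and 1.04 for *Apc*, 2.2 and 1.15 for *Mrps5*, 2.45 and 1.18 for *Sugp1*, 0.5 and 0.650 for *Sla*, 0.32 and 0.672 for *Setd4*, 0.4 and 0.867 for *Acss1*, 0.36 and 0.949 for *Nfxl1*, 0.41 and 1.29 for *Huwe1*, 0.5 and 0.948 for *Rbm14* and 0.47 and 1.70 for *Cep85*. Those that no alternative reaches are, with the paper's ratio first, at 4 h 3.48 and 0.853 for *Tdrd3*, 2.16 and 0.980 for *Mif4gd* and 0.47 and 0.892 for *Prkce*, and at 12 h 2.07 and 0.585 for *Myo1d*, 0.3 and 0.679 for *Cdh1* and 0.39 and 1.01 for *Ndufb2*.

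The paper states that E-cadherin fell at both times. Here *Cdh1* had negative log2 fold changes of -0.39 and -0.56, and neither passed. The paper states that *Ctla4* rose strongly at 12 h, and here both groups were under the background reference. The paper states that the responsive genes are mostly of adhesion and motility, immune response, signaling and special enzymes. Here, of the genes that its tables group under adhesion, cytoskeleton and movement, *Mmp8* passed at 12 h (adjusted p = 0.00125) and *Serpinb2* over both times (adjusted p = 0.00745). On the gene lists used here 0 of 33 adhesion genes and 0 of 41 cytoskeleton genes passed limma, also at 4 h and 12 h. Over both times 5 of 29 inflammatory genes and 3 of 24 chemokine genes rose, with *Cxcl2* and *Cxcl3* counted in both lists. The difference between these lists was not tested.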

Other observations

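The values in this part come from lists and contrasts set before the data were examined, unless stated. Between 4 h and 12 h in DMSO, 15 of 16 genes of cholesterol synthesis were lower at 12 h (median log2 fold change -1.58), as were 20 of 29 cell cycle genes (median -1.27). Higher at 12 h were 20 of 29 inflammatory genes (median 0.75), 10 of 24 chemokine genes with 1 lower, 10 of 24 DC maturation genes with 1 lower and 6 of 12 chemokine receptor genes. Of 11 macrophage markers 6 were higher (median 0.56). These counts are from limma at an adjusted p under 0.05, and 0 passed without the intensity trend in the moderation.

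After [BF/S+L/Ep], genes of unfolded protein and amino acid stress passed camera as a list at 12 h (adjusted p = 3.84e-04, and adjusted p = 0.111 with an estimated correlation) and over both times (adjusted p = 9.54e-04, and 0.122 with an estimated correlation), not at 4 h (adjusted p = 0.183). None of its 19 genes passed limma (0 higher, 0 lower), and 4 were higher at 12 h when adjusted over the list alone: *Ddit4*, *Hyou1*, *Phgdh* and *Creld2*. Over both times *Ddit4*, an inhibitor of mTOR, had 0.43 (adjusted p = 0.249). Fry gave an adjusted p of 0.0609 over both times. The 16 cholesterol synthesis genes passed camera at 12 h (adjusted p = 0.00528, and 0.127 with an estimated correlation) and over both times (adjusted p = 0.0417, and 0.180), with 0 genes past limma, also over the list alone. That call was lost with the mean over a gene's probe sets (adjusted p = 0.614), with quantile normalization (0.0538) and without DMSO 4 h replicate 1 (0.174), [BF/S+L/Ep] 4 h replicate 1 (0.0717) or 2 (0.0859), DMSO 12 h replicate 1 (0.100) or 2 (0.0825) or [BF/S+L/Ep] 12 h replicate 1 (0.0582) or 2 (0.0709), and at 12 h with the mean over a gene's probe sets (0.310).

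The remaining lists did not pass camera at 4 h, 12 h or over both times. Chemokine receptors had adjusted p = 0.449, 0.778 and 0.418, with 0 of 12 genes past limma and 2 higher (*Fpr2* 0.23, *Ccr1* 0.22) and 2 lower (*Ccr2* -0.29, *C3ar1* -0.22) when adjusted over the list alone. *Ccr4* was under the background reference on every array, so no fold is given. *Ccr7* had log2 fold changes of 0.06 and 0.06 at 4 h and 12 h and did not pass (adjusted p = 1.00 and 0.984). Lipid loading had adjusted p = 0.183, 0.850 and 0.418, with 0 of 17 past limma, and at 12 h *Scd1* (0.38) was higher and *Apoe* (-0.48) and *Fabp4* (-0.70) lower when adjusted over the list alone. Heat shock had adjusted p = 0.403, 0.759 and 0.850 with 0 of 12 past limma, and hypoxia and glycolysis adjusted p = 0.487, 0.850 and 0.850 with 0 of 15 past limma.

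Markers of other cell types had these median log2 fold changes over both times: macrophage -0.07 (11 genes), neutrophil -0.06 (6), platelet -0.04 (9), B cell -0.12 (4), T and NK cell -0.09 (6), plasmacytoid DC -0.03 (7), mast cell 0.08 (2), eosinophil -0.24 (1), stromal cell -0.53 (4), osteoclast -0.04 (8), Langerhans cell -0.26 (3) and conventional DC -0.09 (10). These medians use exact fold changes and no bounds, also for dim markers. The stromal markers lay near the background reference, with mean signals from 74.7 (*Col1a1*) to 118 (*Col1a2*). Of the erythroid markers only *Car2*, the gene of a carbonic anhydrase, was measured, and it rose (0.73, standard error 0.11, adjusted p = 0.0255). Its call was lost with the moderation without the intensity trend (adjusted p = 0.575), each array centred on its median (0.0596) and an offset of 50 (0.0582), and without DMSO 4 h replicate 1 (adjusted p = 0.0525) or 2 (0.233), [BF/S+L/Ep] 4 h replicate 2 (0.142), DMSO 12 h replicate 1 (0.239) or 2 (0.0706) or [BF/S+L/Ep] 12 h replicate 1 (0.0726) or 2 (0.200). Of the others, *Mmp8* and *Ppbp* rose and *Clec10a* fell over both times. These averaged calls of *Mmp8* and *Ppbp* were lost without the intensity trend (adjusted p = 0.377 and 0.382) and that of *Clec10a* with the moderation without the intensity trend (adjusted p = 0.495) and each array centred on its median (0.136), and without DMSO 4 h replicate 1 (adjusted p = 0.130) or 2 (0.142), [BF/S+L/Ep] 4 h replicate 1 (0.0544), DMSO 12 h replicate 1 (0.0853) or 2 (0.115) or [BF/S+L/Ep] 12 h replicate 1 (0.0755) or 2 (0.100).

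For the replicate numbers, the deviations of replicate 1 from its group's mean correlated between treated and control arrays at -0.0190 at 4 h and at 0.101 at 12 h across probe sets.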
